# Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in *C*. *elegans*

**DOI:** 10.1371/journal.pone.0233991

**Published:** 2020-06-04

**Authors:** Katherine A. McCulloch, Kingston Zhou, Yishi Jin

## Abstract

Neuropeptides are secreted molecules that have conserved roles modulating many processes, including mood, reproduction, and feeding. Dysregulation of neuropeptide signaling is also implicated in neurological disorders such as epilepsy. However, much is unknown about the mechanisms regulating specific neuropeptides to mediate behavior. Here, we report that the expression levels of dozens of neuropeptides are up-regulated in response to circuit activity imbalance in *C*. *elegans*. *acr-2* encodes a homolog of human nicotinic receptors, and functions in the cholinergic motoneurons. A hyperactive mutation, *acr-2(gf)*, causes an activity imbalance in the motor circuit. We performed cell-type specific transcriptomic analysis and identified genes differentially expressed in *acr-2(gf)*, compared to wild type. The most over-represented class of genes are neuropeptides, with insulin-like-peptides (ILPs) the most affected. Moreover, up-regulation of neuropeptides occurs in motoneurons, as well as sensory neurons. In particular, the induced expression of the ILP *ins-29* occurs in the BAG neurons, which were previously shown to function in gas-sensing. We also show that this up-regulation of *ins-29* in *acr-2(gf)* animals is activity-dependent. Our genetic and molecular analyses support cooperative effects for ILPs and other neuropeptides in promoting motor circuit activity in the *acr-2(gf)* background. Together, this data reveals that a major transcriptional response to motor circuit dysregulation is in up-regulation of multiple neuropeptides, and suggests that BAG sensory neurons can respond to intrinsic activity states to feedback on the motor circuit.

## Introduction

Neural circuits are dynamic, changing their properties in response to experience. These changes are critical for maintaining circuit homeostasis and in processes like memory. Many factors such as c-Fos and BDNF, are activated early in response to increased neural activity and further regulate the expression of downstream genes [1]. These early-acting genes are also involved in many neurological diseases. For example, mutations in the activity-dependent transcriptional repressor gene Mecp2 are associated with Rett’s syndrome [2]. Mecp2 is necessary for the transcriptional up-regulation of BDNF, a key early-acting gene regulating synaptic plasticity [3].

Neuropeptides are small, secreted molecules that play neuro-modulatory roles in all animals. Neuropeptides have an extraordinarily diverse set of functions, including in feeding, mood, and reproduction, among others. Secreted neuropeptides bind to G-protein coupled receptors (GPCRs) on target cells to modulate neuronal activity. Neuropeptides can act on cells post-synaptic to where they are secreted from, but can also act over long distances. Neuropeptide expression can be changed by experience, for example, the expression of Neuropeptide Y(NPY) changes in response to a myriad of stressors. NPY can inhibit anxiety in multiple stress models [4], and may also play a role in neurological diseases, such as epilepsy [5]. Although multiple neuropeptides have been implicated in diseases, much remains unknown about how they are regulated [5,6].

The nematode *C*. *elegans* has long been an important experimental model for investigating the regulation of neuronal circuits. The well-defined connectomics of its nervous system, in combination with powerful genetics and molecular tools, enable *in vivo* dissection of neural circuit regulation with high resolution. *C*. *elegans* locomotion is controlled through the balanced activities of cholinergic excitatory neurons and GABAergic inhibitory neurons to promote contraction and relaxation of body-wall muscle, respectively [7]. The locomotor circuit has been used to identify multiple conserved genes that regulate synaptic transmission [8,9]. The gene *acr-2* encodes a neuronal acetylcholine receptor subunit that is expressed in cholinergic motoneurons. A Valine-to-Methionine mutation causes a gain-of-function in *acr-2* [*acr-2(gf*)] that results in a hyperactive channel [10]. The *acr-2(gf)* mutation affects a highly conserved residue within the pore-lining TM2 domain, and similar mutations in the human CHRNB2 cholinergic receptor subunit are associated with Autosomal Dominant Frontal Lobe Epilepsy (ADFLE) [11]. *acr-2(gf)* worms show uncoordinated (or Unc) movement as well as spontaneous whole-body shrinking, or convulsion.

Over 100 neuropeptide genes have been identified in *C*. *elegans*. These genes produce neuropeptides that fall into three classes: FMRFamide-like peptides (FLP), neuropeptide-like proteins (NLP) and insulin-like peptides (ILP) [12]. As with neuropeptides in humans, each neuropeptide gene produces a pro-neuropeptide, that is subjected to several enzymatic processing steps. The *flp* and *nlp* genes can generate several neuropeptides from a single locus through enzymatic cleavage by the pro-protein convertase *egl-3* and the endopeptidase *egl-21* [13,14]. Similar to human insulin and insulin-like growth factors, the *ins* loci produce a single peptide, that is activated from the pro-insulin peptide through the enzymatic activity of *egl-3* and a related pro-protein convertase *kpc-1* [15].

Previous work has shown that the neuropeptides *flp-18* and *flp-1* are important for regulating neurotransmission in *acr-2(gf)* mutants [16]. Loss of both *flp-18* and *flp-1* resulted in enhancement of *acr-2(gf)* motor defects. Additionally, *flp-18* expression was up-regulated in cholinergic motoneurons to inhibit convulsion of *acr-2(gf)* animals in a homeostatic manner. However, loss of function in the gene *unc-31*/CAPS, which is required for neuropeptide secretion, suppressed *acr-2(gf)* convulsion, suggesting that other neuropeptides function to promote circuit hyperactivity [17]. Using a cell-type specific transcriptomic approach, we identified over 200 genes whose expression was significantly altered in *acr-2(gf)* neurons compared to wild type. Among them, genes involved in neuropeptide signaling were significantly over-represented in this gene list. One of these, *ins-29*, has not been previously characterized. Expression reporters for *ins-29* are weakly or not expressed in BAG gas-sensing neurons in wild type, and *ins-29* expression is clearly increased in *acr-2(gf)* animals. The increased *ins-29* expression in BAG neurons of *acr-2(gf)* adults is activity-dependent and requires the transcription factor *ets-5*, which has been shown previously to act embryonically to make BAG functionally competent [18]. Although BAG neurons interact with the motor circuit to respond to environmental cues, our data indicates that intrinsic activity states modulate expression of genes in the sensory BAG neuron, which then feed-back on the motor circuit. Finally, we present functional evidence supporting that the concerted action of several neuropeptides underlies motor circuit hyperactivity.

## Results

### Expression profiling of adult cholinergic neurons

We performed cell-type specific RNA-seq analyses, using the *Pacr-2*::*gfp* reporter *juIs14* to isolate GFP expressing neuronal cells by FACS followed by RNA-seq (Materials and methods, S1 Table) [10,19,20,21]. Besides expression in the ventral cord cholinergic motoneurons (VA, VB, DA, and DB), GFP expressed from *juIs14* is also present in several unidentified neurons in the head and tail [10]. 

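The wild-type neurons labeled by *Pacr-2*::*gfp* were sequenced as 2 libraries (n = 2 replicates), from animals grown for 72 hours on food at 20°C. The 2 *acr-2(gf)* libraries of the study were not analysed here. The paper gives from 50000000 to 70000000 single-end reads per sample. The authors mapped the reads with TopHat and computed the FPKM of every gene with Cufflinks, together with a 95% confidence interval. FPKM is the number of fragments per kilobase of transcript, scaled to the mapped reads of the library, and no further scaling between the libraries was applied here. The libraries are numbered as in S2 Table, where the FPKM values listed for sample 1 and sample 2 were identical to those of the 2 libraries for 1794 of 1794 genes. Each library was reported over 42518 gene loci, of which 13107 had an FPKM above 0 in wild-type sample 1 and 16792 in wild-type sample 2. The FPKM values summed to 1828630 in sample 1 and 1663310 in sample 2. Read counts per gene were not analysed here, so the depth on genes is unknown. Across the 16897 genes with an FPKM above 0 in at least 1 library, Pearson's r of log2(FPKM + 1) between the libraries was 0.880. This is a correlation across genes, which are not independent replicates. With a pseudocount of 0.1 in place of 1, the alternative that moved it most, r was 0.816.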

RNA-seq data from isolated wild-type neurons was analyzed with the Cufflinks program to identify expressed genes (Materials and methods, S2 Table). The gene list for the neurons labeled by *Pacr-2*::*gfp* from wild type animals was compared with a recent study that profiled major tissue-types in adult *C*. *elegans* [22]. We found that almost all of the genes identified in our dataset (~95%) were also detected in a pan-neuronal analyses of expressed genes (Fig 1A), but shared very little overlap with tissue-specific expression profiles identifying enriched transcripts in hypodermis and muscle (Fig 1A). This comparison suggests our samples were relatively free of contamination from surrounding non-neuronal tissue. 

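The published tissue profiles of Fig 1A were not used here. Instead, lists of marker genes for hypodermis, body-wall muscle, pharyngeal muscle, intestine, germline and neurons, chosen in advance, were looked up in the wild-type libraries. A marker gene was counted where its FPKM was over 10 in both libraries. Of the 19 pan-neuronal genes, 18 passed, and the median of their mean FPKM was 341. Of the 12 hypodermal genes, 4 passed, with a median of 12.2 FPKM over the list. This median was 5.47 FPKM in sample 1 and 19.0 FPKM in sample 2, each taken alone. The highest hypodermal gene was the cuticle collagen gene *col-19* (WBGene00000608), at 2433 ± 310 FPKM (SD, n = 2). Of the 14 body-wall muscle genes, 10 passed, with a median of 312 FPKM. Among these, the troponin C gene *pat-10* (WBGene00003934) had 3825 ± 187 FPKM (SD, n = 2) and the myosin heavy chain gene *unc-54* (WBGene00006789) had 158 ± 28.6 FPKM (SD, n = 2). The reads of the paralogs *mlc-1* and *mlc-2*, which are both on this list, could have been shared between them. Of the 5 pharyngeal muscle genes, only *tnc-2* passed, at 19.8 ± 6.47 FPKM (SD, n = 2), and the median of the list was 3.49 FPKM. Of the 13 intestinal genes, 8 passed, with a median of 199 FPKM. The metallothionein gene *mtl-2* (WBGene00003474) was the highest of them at 1386 ± 539 FPKM (SD, n = 2). All 12 germline genes passed, with a median of 62.2 FPKM, and the highest was *cpg-2* at 428 ± 78.4 FPKM (SD, n = 2). For comparison, the median over all 19302 annotated protein-coding genes was 4.36 FPKM, and 4 of the 5 non-neuronal lists had a median above it. The hypodermal count rested on sample 1, since 7 of the 12 genes passed without it. With sample 2 left out, 2 of the 5 pharyngeal genes passed. Lowering the limit to 1 FPKM moved the counts most, to 8 hypodermal genes and 5 pharyngeal genes.

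**Figure D1:**
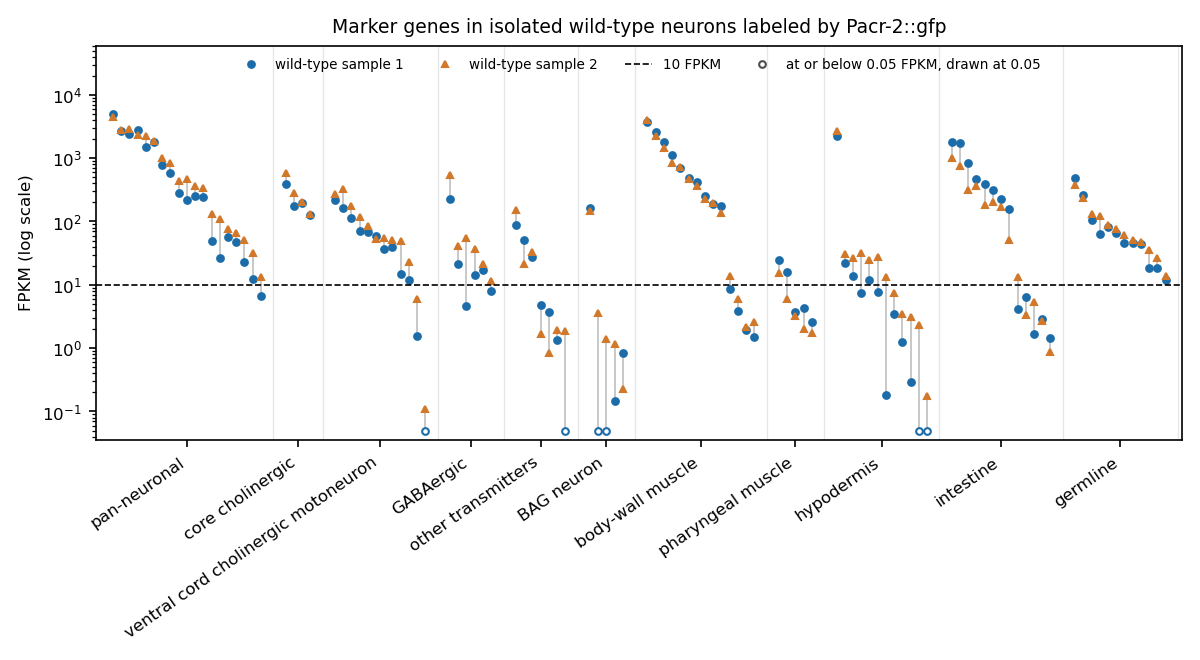
FPKM (log scale) of the marker genes of each list in isolated wild-type neurons, with a circle for sample 1, a triangle for sample 2 and a line joining the 2 values of a gene. The dashed line marks 10 FPKM, and open symbols are values at or below 0.05 FPKM, drawn at 0.05; all 12 germline genes and 10 of the 14 body-wall muscle genes lie above the dashed line in both samples.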

We also compared our gene list to previous analysis of a subset of cholinergic motoneurons (VA and DA) labeled with *Punc-4*::*gfp* [23]. Although the cell-types analyzed in these studies are not identical (A-type only vs. neurons expressing *Pacr-2*::*gfp*), and they were performed at different life stages (larval vs. young adult in this study) using different techniques (microarray vs. RNA-seq in this study), over half of the genes (~75%) from our dataset were also identified by microarray in larval type A motoneurons (Fig 1B). These include core cholinergic genes such as *unc-17*/VAChT (Avg. FPKM = 484.1) and pan-neuronal genes such as *unc-13* (Avg. FPKM = 90.9), required for synaptic vesicle priming [24,25]. Additionally, both of these datasets were relatively free of transcripts enriched in GABAergic motoneurons. Thus, this comparison shows the genes identified in our sample are highly enriched for those that are validated to be expressed and function in cholinergic neurons.

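In the wild-type libraries, *unc-17* (WBGene00006756, chromosome IV, 3618259 to 3624699 in the WBcel235 annotation) had a mean of 484 ± 126 FPKM (SD, n = 2), from 395 FPKM in sample 1 and 573 FPKM in sample 2. Scaling each library to a sum of 1000000 (TPM) moved this value most, to 280. The other core cholinergic genes looked up were *cha-1* at 229 ± 80.1 FPKM, *cho-1* at 198 ± 7.20 FPKM and *ace-2* at 127 ± 3.28 FPKM (SD, n = 2 for each). All 4 passed 10 FPKM in both libraries. *unc-17* and *cha-1* overlap on the same strand of the WBcel235 annotation. The loci for which their FPKM values were computed do not overlap, so those loci have no shared part. The mean of *unc-13* (WBGene00006752, chromosome I, 7422785 to 7454116 in WBcel235) was 90.9 ± 58.6 FPKM (SD, n = 2). Its 2 values, 49.5 FPKM in sample 1 and 132 FPKM in sample 2, differed 2.67-fold. The other pan-neuronal genes ranged from 9.95 ± 4.72 FPKM for *syd-2*, the 1 gene of that list below the limit in a library, to 4714 ± 353 FPKM for *sbt-1* (SD, n = 2). The larval microarray data of Fig 1B were not used here.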

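Of the 6 genes on the GABAergic list, 4 passed 10 FPKM in both wild-type libraries, and the median of the list was 27.3 FPKM. It was not tested here whether each gene of this list is expressed only in GABAergic neurons. This median was 15.7 FPKM in sample 1 and 38.7 FPKM in sample 2, each taken alone. The median of the 4 core cholinergic genes was 214 FPKM. *unc-25* (WBGene00006762, chromosome III, 12942651 to 12949883 in WBcel235), which encodes glutamic acid decarboxylase, had the highest mean of the 6 GABAergic list genes at 381 ± 219 FPKM (SD, n = 2), with 226 FPKM in sample 1 and 536 FPKM in sample 2. The vesicular GABA transporter gene *unc-47* had 25.2 ± 15.5 FPKM, *unc-55* had 31.3 ± 14.1 FPKM and the GABA transporter gene *snf-11* had 19.3 ± 3.06 FPKM (SD, n = 2 for each). *unc-46* differed 12.0-fold between the libraries, from 4.55 FPKM in sample 1 to 54.4 FPKM in sample 2. *unc-30* had 8.08 FPKM in sample 1 and 11.4 FPKM in sample 2. With sample 1 left out, all 6 genes passed the limit, and at a limit of 20 FPKM in both libraries 2 passed.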

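Of the 12 genes on the list for ventral cord cholinergic motoneurons, 10 passed 10 FPKM in both wild-type libraries, with a median of 50.7 FPKM over the list. Whether each of these genes is expressed only in such motoneurons was not tested here. *acr-2* itself (WBGene00000042, chromosome X, 6702549 to 6709308 in WBcel235) had 55.7 ± 3.63 FPKM (SD, n = 2). The transcription factor genes *unc-4*, *bnc-1*, *unc-3* and *vab-7* had 246 ± 39.9 FPKM, 143 ± 43.7 FPKM, 94.5 ± 33.8 FPKM and 76.8 ± 11.1 FPKM (SD, n = 2 for each). The 2 genes that did not pass were *acr-5*, at 1.56 FPKM in sample 1 and 5.90 FPKM in sample 2, and *acr-3*, which was listed at 0 in sample 1 and had 0.109 FPKM in sample 2. Of 7 genes for the synthesis or transport of other transmitters, 3 passed, with a median of 3.26 FPKM over the list. These were *tbh-1* at 121 ± 44.0 FPKM, *eat-4* at 36.0 ± 20.4 FPKM and *tdc-1* at 30.6 ± 3.91 FPKM (SD, n = 2 for each). Of 5 genes that mark the BAG neurons, only *flp-17* passed, at 153 ± 13.4 FPKM (SD, n = 2), and the median of the list was 0.688 FPKM. From the genes shared with the larval A-type motoneuron profile, which include core cholinergic and pan-neuronal genes, and from the low level of GABAergic transcripts, the paper concludes that the genes identified in the sample are highly enriched for those that are expressed and function in cholinergic neurons.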

**Fig 1:**
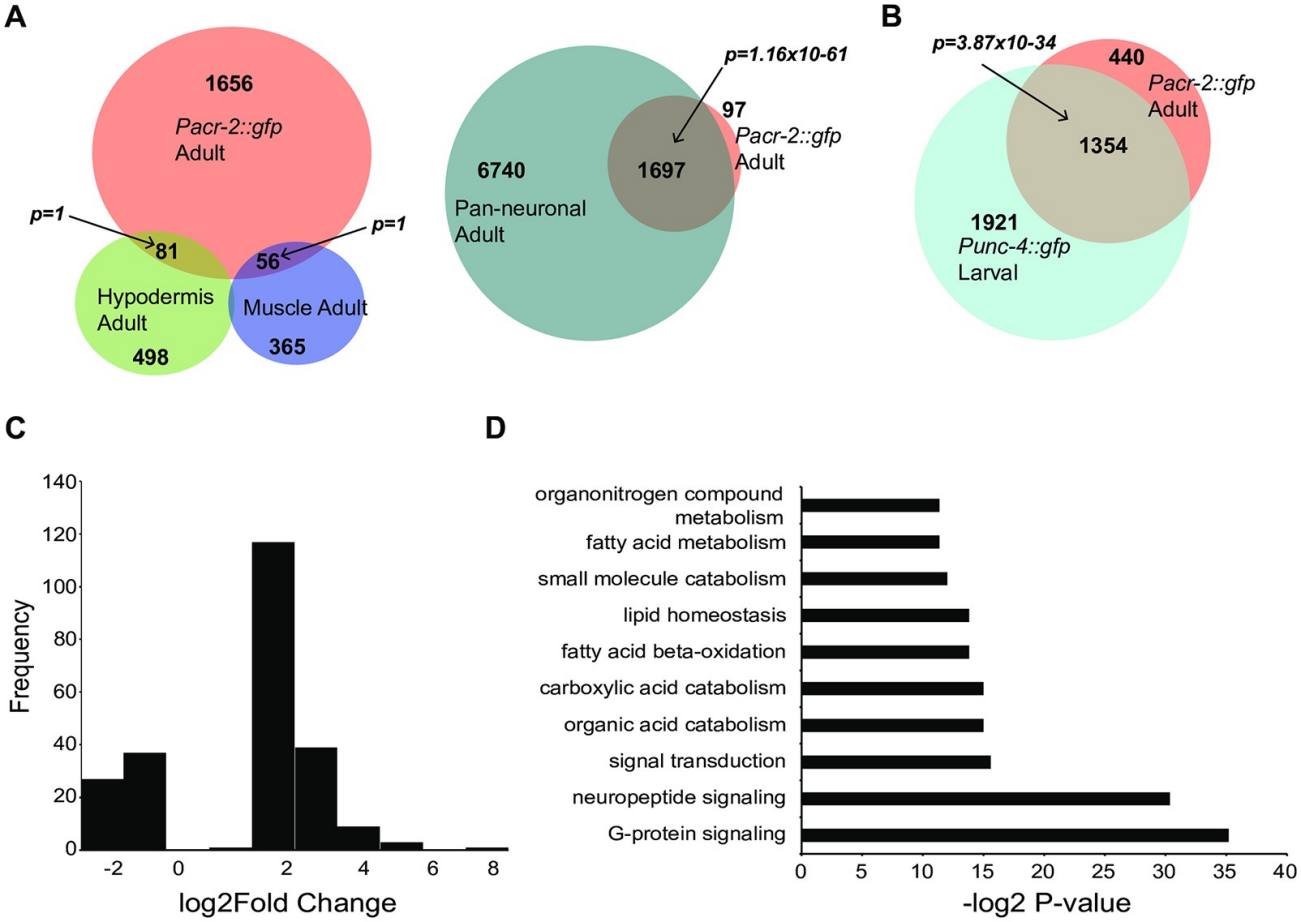
Differential expression analyses of *acr-2(gf)* neurons compared to wild type. A. Few genes identified as expressed in isolated adult neurons labeled by *Pacr-2*::*gfp* are enriched in hypodermal or muscle datasets [22]. In contrast, almost all of the genes identified as expressed in cholinergic neurons labeled by *Pacr-2*::*gfp* are identified in pan-neuronal data-sets. Shown are Venn Diagrams with overlaps between the indicated data sets. The number in each region indicates the number of genes in that category. Hypodermis, muscle, and neuronal datasets are from Kaletsky *et al*. (2018). Statistics for significance of overlap were performed using a hypergeometric distribution with the *phyper* function in R. B. Genes identified in previous expression profiling of larval cholinergic motoneurons, including core neuronal and cholinergic markers, are identified by RNA-seq of *Pacr-2*::*gfp* expressing neurons [23]. The Venn Diagram displays that over half of genes identified by microarray as expressed in larval A-type motoneurons are also identified by RNA-seq in adult cholinergic neurons that express P*acr-2*::*gfp*. The number in each region indicates the number of genes in that category. Larval A-type motor neuron expression data is from Von Stetina *et al*. (2007). Statistics for significance of overlap were performed using a hypergeometric distribution with the *phyper* function in R. C. Histogram of log_2_(Fold Change) for significantly different genes. Most genes that were different in *acr-2(gf)* compared to wild type were up-regulated at around 2-fold. D. GO-term analyses of genes significantly different in *acr-2(gf)* neurons compared to wild type (see Materials and methods). Genes involved in neuropeptide and G-protein signaling (which included neuropeptide genes) were the most affected.

### Differential expression analyses between wild-type and *acr-2(gf)* neurons

We are interested in the genes differentially expressed in response to altered neuronal activity. The transcriptome of neurons labeled by *Pacr-2*::*gfp* in adult *acr-2(gf)* mutants was compared to those from wild type animals for changes in gene expression using DESeq2. This analysis identified 234 genes as significantly mis-expressed in *acr-2(gf)* mutants (S2 Table) [26,27]. We found *flp-18* to be significantly up-regulated in *acr-2(gf)*, as predicated from our previous studies [16]. Analysis of the distribution of the fold change data using a histogram showed that a majority of the changes were up-regulation, at around 2-fold (Fig 1C). GO-term analyses [28] indicated that genes involved in neuropeptide signaling were highly enriched in our gene list (Fig 1D). In total, the expression of 21 neuropeptide genes were identified as significantly up-regulated in *acr-2(gf)* neurons, representing approximately 18% of the estimated 113 neuropeptide genes identified in *C*. *elegans* (Fig 2A) [12]. Of these, several insulin-like peptides (ILP) were the most up-regulated (Fig 2A, S2 Table). In addition, none of these ILP genes were detected as expressed in wild type samples (S2 Table). Together, these data indicate that the major response to altered motor circuit activity at the transcriptional level is to increase neuropeptide gene expression.

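Fig 2A shows 4 insulin-like peptide genes, and each was looked up in the 2 wild-type libraries. *ins-25* (WBGene00002108) had 2.22 ± 1.08 FPKM (SD, n = 2), with a Cufflinks lower bound of 0 in sample 1 and of 0.315 FPKM in sample 2. *ins-29* (WBGene00002112) had 1.06 ± 0.631 FPKM (SD, n = 2), and its lower bound was 0 in both libraries. *ins-6* (WBGene00002089, chromosome II, 6000436 to 6001009 in WBcel235) had 0.522 ± 0.449 FPKM (SD, n = 2). None of these 3 genes passed 10 FPKM in either library. *ins-27* (WBGene00002110, chromosome I, 14027236 to 14027588 in WBcel235) passed in both, with 60.1 FPKM in sample 1 and 21.6 FPKM in sample 2 and a mean of 40.9 ± 27.2 FPKM (SD, n = 2). Its lower bounds were 49.6 FPKM and 15.9 FPKM. At a limit of 1 FPKM in both libraries, 2 of the 4 genes passed, *ins-25* and *ins-27*. Of the other 17 genes of Fig 2A, 16 passed 10 FPKM in both libraries, and their means ranged from 202 ± 84.6 FPKM for *flp-7* to 8555 ± 904 FPKM for *flp-9* (SD, n = 2). The remaining gene, *nlp-46*, had 0.977 FPKM in sample 1 and was listed at 0 in sample 2.

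**Figure D2:**
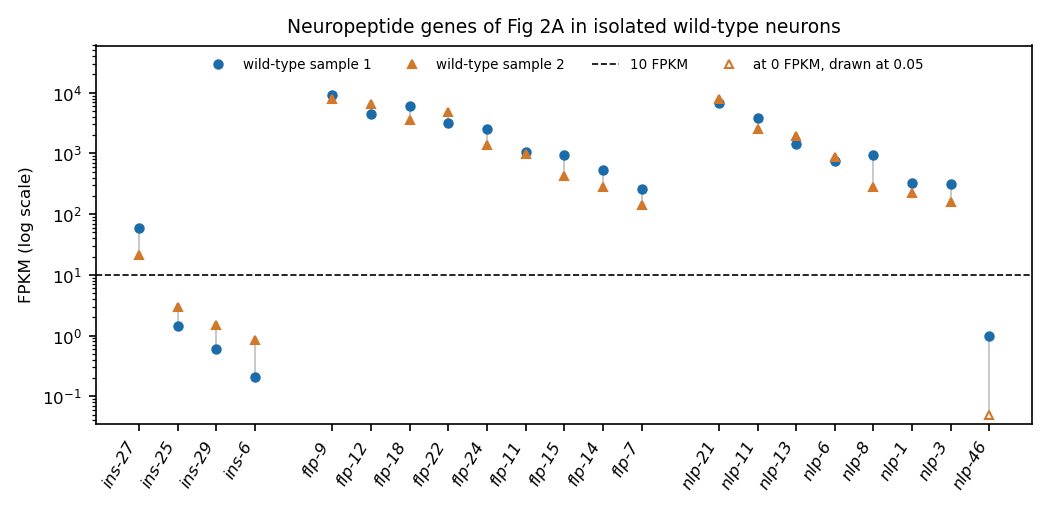
FPKM (log scale) of the 21 neuropeptide genes of Fig 2A in isolated wild-type neurons, grouped by class, with a circle for sample 1, a triangle for sample 2 and a line joining the 2 values. The dashed line marks 10 FPKM and the open triangle is a value of 0, drawn at 0.05; 17 of the 21 genes lie above the dashed line in both samples.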

**Fig 2:**
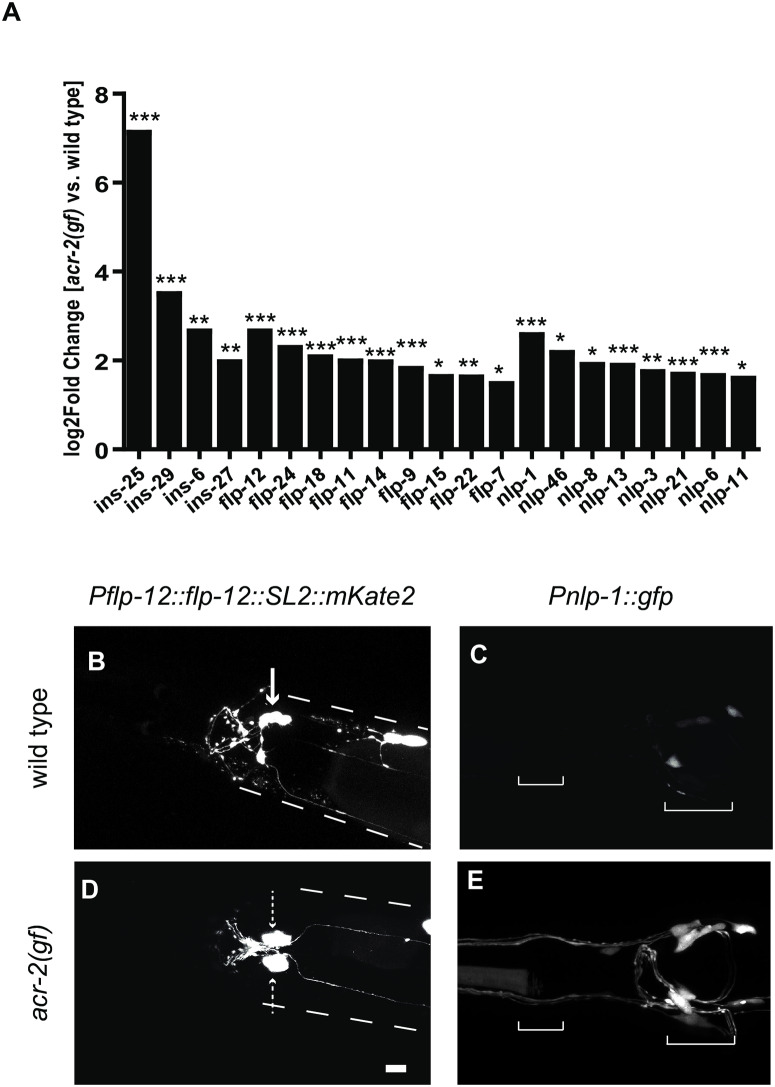
Neuropeptides are up-regulated in head neurons in *acr-2(gf)* animals. A. Log_2_(Fold Change) values for all up-regulated neuropeptides in *acr-2(gf)* animals are shown, grouped by class, as identified with DESeq2 analyses. Neuropeptides of each class were affected. (*P<0.05, **P<0.01, ***P<0.001). B-E. Differential expression of neuropeptide transcriptional reporters in the head of *acr-2(gf)* animals compared to wild type. (B,D) The arrow points to the SMB neuron expressing the P*flp-12* transcriptional reporter (*juEx7964*) in wild type based on shape and location. Dashed arrows point to the bilateral pair ectopically expressing the reporter in *acr-2(gf)*. Dashed lines indicated approximate outline of the animal. The posterior fluorescent signal in both strains is the co-injection marker labeling coelomocytes.(C,E) *Pnlp-1*::*gfp (juEx7879)* expression is both increased in the same cells as wild type and also ectopically expressed. Brackets delineate the anterior and posterior pharyngeal bulbs, respectively.

To validate the RNA-seq analyses, we analyzed transcriptional reporters for the most up-regulated neuropeptide gene of each class. *flp-12* and *nlp-1* were the most up-regulated neuropeptides of their respective classes. These genes have been implicated in context-dependent behaviors. *flp-12* is involved in male locomotion, and *nlp-1* functions in food-evoked turning behaviors [29,30]. 2kb upstream sequences of *flp-12* and *nlp-1* were used to generate GFP reporters, and both reporters showed expression in neurons in the head, similar to published studies of these neuropeptides (Fig 2B–2E) [31,32]. In *acr-2(gf*), the *flp-12* reporter showed a different expression pattern than wild type, with ectopic expression in a pair of neurons close to the ganglion (Fig 2B and 2D). Similarly, the *nlp-1* reporter was up-regulated and expressed in additional cells in *acr-2(gf)* animals compared to wild type (Fig 2C and 2E). Therefore, this analysis provides an explanation for the increased RNA levels detected in RNA-seq of *acr-2(gf*), and also shows that increased locomotor excitation may cause mis-expression of these neuropeptide genes.

### *acr-2(gf)* increases expression of *ins-29* and *acr-2* in BAG sensory neurons

Among all up-regulated neuropeptides, *ins-25* and *ins-29* showed the most dramatic increase (Fig 2A). As the expression pattern and function of these ILPs is unknown, we investigated their expression patterns in further detail. *ins-25* and *ins-29* are in an operon on Chromosome I, with *ins-29* being upstream of *ins-25*, separated by 697bp intergenic sequence (Materials and methods, Fig 3A). We used 2kb upstream sequences of *ins-29* to drive GFP expression. In wild type animals, the *Pins-29* transcription reporter was sometimes weakly expressed in two neurons in the head, but often expressed in just one neuron or no GFP expression was detected (Fig 3B). However, in *acr-2(gf)* animals, consistent strong expression of GFP was observed in the same two head neurons (Fig 3C). These neurons are likely sensory, as they extend dendrites out to the nose of the animal.

**Fig 3:**
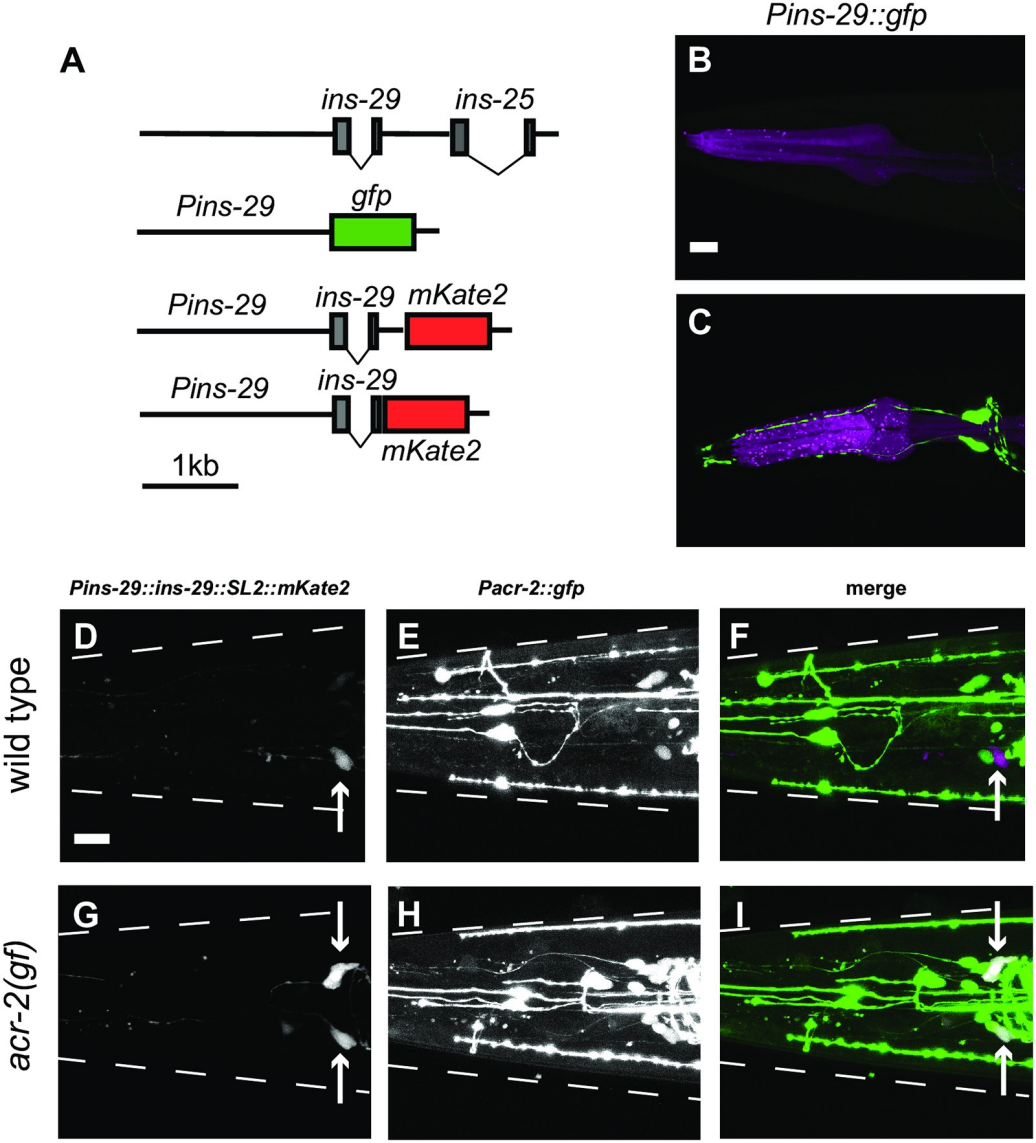
Expression of ILP genes and *acr-2* is up-regulated in two head neurons in *acr-2(gf)* animals. A. Shown is the gene structure of *ins-29* and *ins-25* loci. Also shown are diagrams of the *ins-29* transcription reporters and expression constructs used in this study (Listed in S1 Table). Two *ins-29* expression constructs were made, one that contained *SL2::mKate2* sequence to monitor transgene expression, the other has mKate2 in-frame fused to INS-29, without the SL2 trans-splice sequence. B-C. *Pins-29*::*gfp* is expressed in two head neurons in *acr-2(gf)*. scale bar:10μm. (B) in wild-type *Pins-29*::*gfp(juEx7742)* is often detected in one or zero cells in the head. (C) In *acr-2(gf)*, *Pins-29*::*gfp* is strongly expressed in two head neurons. D-I. A *Pins-29*::*ins-29*::*SL2*::mKate2 reporter*(juEx7966)* co-localizes with *Pacr-2*::*gfp(juIs14)* expression in *acr-2(gf*) animals, but not in wild type. scale bar:10μm. Cell bodies expressing mKate2 are labeled by an arrow. (D) In wild type animals, *Pins-29*::*ins-29*::*SL2*::mKate2(*juEx7966*) is weakly or not expressed in the head. Shown is an animal expressing the transgene in a single neuron. (E) *Pacr-2*::*gfp* is expressed in multiple neurons in the head of wild type animals. (F) Expression of *ins-29* and *acr-2* transcriptional reporters do not overlap in wild type animals, suggesting that *acr-2* is not normally expressed in the same neurons as *ins-29* in wild type. (G) Expression of *Pins-29*::*ins-29*::*SL2*::*mKate2* in *acr-2(gf)* is similar to that of *Pins-29*::*gfp* observed in (C). (H) Expression of *Pacr-2*::*gfp* reporter in *acr-2(gf)* animals. (I) Co-localization is observed between the *ins-29* reporter and *Pacr-2*::*gfp* in *acr-2(gf*) animals. In all images, animals are rolled ventral-side up for easy visualization of neuron pairs. The dashed lines represent the approximate outline of the animal. The two processes in the head of animals expressing the *Pins-29*::*ins-29*::*SL2*::*mKate2* are mechanosensory neuron dendrites labeled by the *Pmec-4*::*gfp* co-injection marker. Beading observed in some images (i.e. the *Pacr-2*::*gfp* in E, H) is due to rolling the animals in 10% agarose.

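In the WBcel235 annotation, *ins-29* lies on the + strand of chromosome I from 14018799 to 14019759, with 2 exons of 160 bp and 173 bp. *ins-25* lies downstream of it on the same strand, from 14020361 to 14021312, with 2 exons of 148 bp and 231 bp. The annotated 3′ untranslated region of *ins-29* is 93 bp long and the annotated 5′ untranslated region of *ins-25* is 3 bp long. The annotated ends of the genes leave 601 bp between them.

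**Figure D3:**
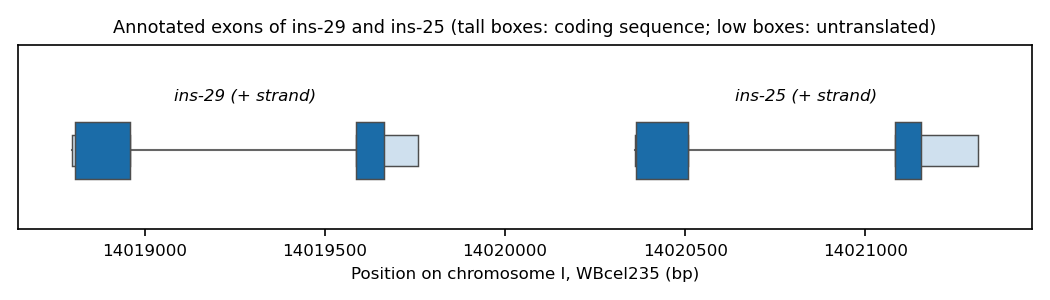
Annotated exons of *ins-29* and *ins-25* along chromosome I (WBcel235, bp), with coding sequence as tall boxes, untranslated regions as low boxes and introns as lines. Each gene has 2 exons, and 601 bp separate them.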

To confirm that the *ins-29* expression construct was expressed in cells labeled by *Pacr-2*::*gfp*, we generated an *ins-29* expression construct containing the endogenous *ins-29* trans-spliced to mKate2 (Fig 3D–3I). The *Pins-29*::*ins-29*::*SL2*::*mKate2* expression pattern was similar to *Pins-29*::*gfp* (Fig 3B–3D and 3G). We then generated strains co-expressing *Pins-29*::*ins-29*::*SL2*::*mKate2* and *Pacr-2*::*gfp*. In wild-type, *Pacr-2*::*gfp* was expressed in several unidentified neurons in the head, in addition to its reported expression in ventral cord cholinergic motoneurons [10]. No co-localization was observed between *Pacr-2*::*gfp* and the *Pins-29*::*ins-29*::*SL2*::*mKate2* in wild type animals that showed expression of the *ins-29* reporter (Fig 3D–3F). However, in *acr-2(gf)* animals, the expression of *Pins-29*::*ins-29*::*SL2*::*mKate2* showed co-localization with *Pacr-2*::*gfp* (Fig 3G–3I). This result suggests that, although total mRNA levels of *acr-2* in neurons are not significantly affected by the *acr-2(gf)* mutation, there is increased expression of *acr-2* in some head neurons compared to wild type.

The dendrite morphology and cell position of cells expressing *ins-29* suggested that they were likely to be the BAG neurons, which are known for their role in gas-sensing, particularly CO_2_ avoidance (Fig 3C) [33,34,35]. To confirm that the cells expressing *ins-29* were indeed BAG neurons, animals were generated co-expressing the *Pins-29*::*ins-29*::*SL2*::*mKate* reporter and an integrated GFP marker for BAG [*Pgcy-33*::*gfp*] (Fig 4A–4F). We observed that in *acr-2(gf)* animals, where the *ins-29* reporter expression was consistently detected, the expression of mKate2 completely overlapped with GFP (Fig 4D–4F). For those wild type animals that expressed the *ins-29* reporter, mKate2 also overlapped with the BAG GFP marker (Fig 4A–4C).

**Fig 4:**
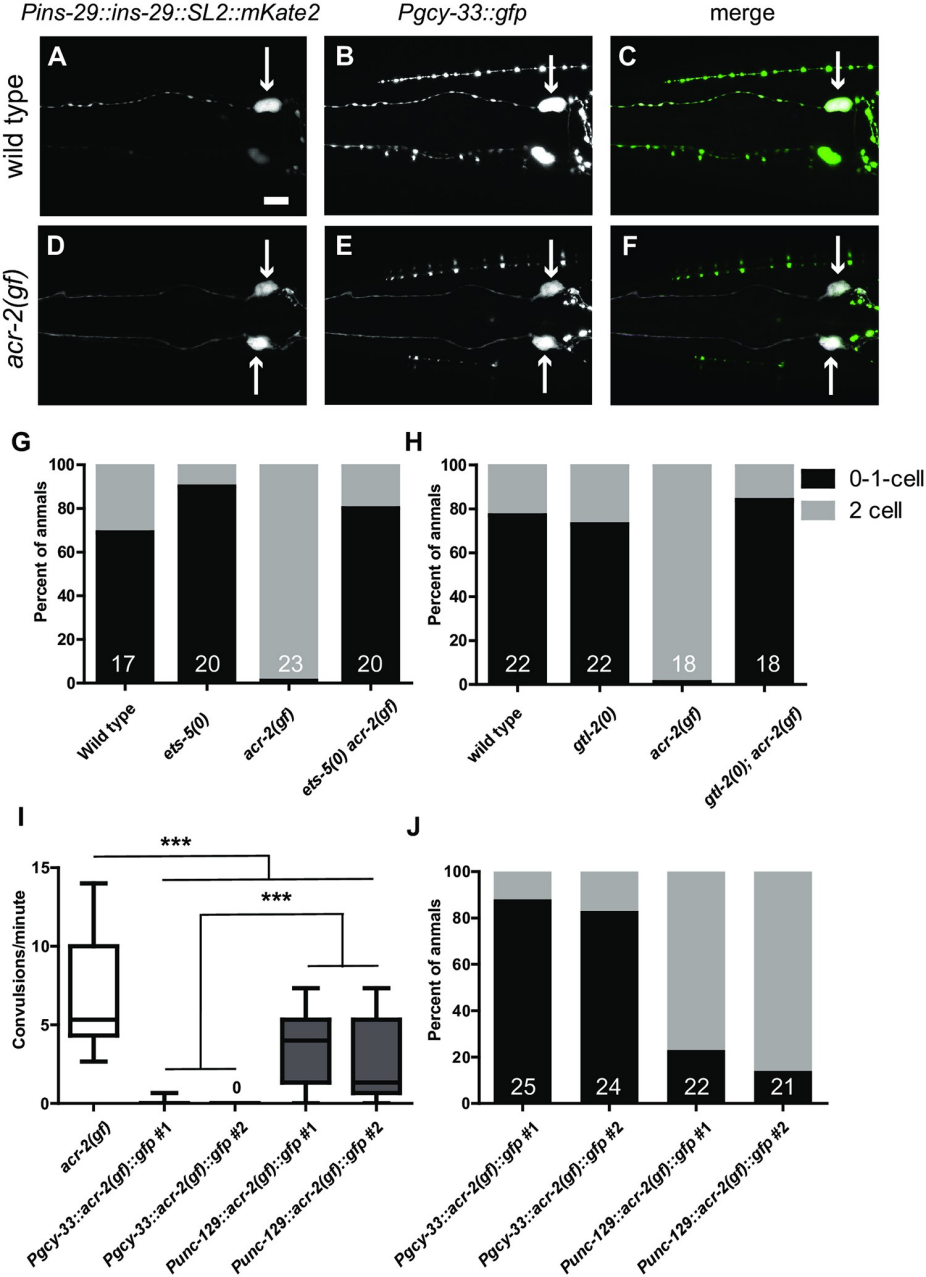
*ins-29* is expressed in BAG neurons and is regulated by motor circuit activity. A-F. *Pins-29* reporter is expressed in BAG neurons. Cell bodies expressing indicated reporters are labeled by an arrow. (A) In wild type animals, expression of *Pins-29*::*ins-29*::*SL2*::*mKate2* in a single neuron in the head is shown. This reporter is often not expressed at all or in a single neuron in wild type, similar to the transcriptional GFP reporter (B) *Pgcy-33*::*gfp* labels BAG neurons in the head. (C) Overlap between the two reporters can be observed in one neuron in wild type. (D) Expression of *Pins-29*::*ins-29*::*SL2*::*mKate2* is observed in two head neurons in *acr-2(gf)*, similar to the transcriptional GFP reporter. (E) Expression of *Pgcy-33*::*gfp* in *acr-2(gf)* is similar to wild type in *acr-2(gf)*. (F) Complete overlap is observed between the two reporters in *acr-2(gf)*. GFP-only signal is from the *Pmec-4*::*gfp* co-injection marker. Scale bar:10μm. In all images, animals are rolled in 10% agarose to facilitate visualization of BAG neuron pairs. Beading observed in some images (i.e. the *Pgcy-33*::*gfp* and *Pmec-4*::*gfp* in B) is due to the mounting procedure. G. Almost all *acr-2(gf)* animals express *Pins-29*::*gfp(juEx7742)* in both BAG neurons, however mutation of *ets-5* causes animals to exhibit more similar *Pins-29*::*gfp* expression patterns as wild type. To assay *Pins-29*::*gfp* expression, animals were scored for detectable GFP in 0, 1, or 2 BAG neurons. N for each genotype is labeled in the bar. H. Loss-of-function of the TRPM channel *gtl-2*, which almost completely suppresses *acr-2(gf)* convulsion and locomotion phenotypes, also restores *Pins-29*::*gfp(juEx7742)* expression to wild-type patterns. To assay *Pins-29*::*gfp* expression, animals were scored for detectable GFP in 0, 1, or 2 BAG neurons. N for each genotype is labeled in the bar. I. Expression of *acr-2(gf)* in BAG neurons does not cause convulsions. Shown are convulsion rates of *acr-2(gf)* animals and transgenic animals expressing cell-type specific *acr-2(gf)*. *Pgcy-33*::*acr-2(gf)*::*gfp* (*juEx8070*, *juEx8071*, arrays also contain *Pins-29*::*gfp* sequence) does not result in convulsion. *Punc-129*::*acr-2(gf)*::*gfp* (*juEx8068*, *juEx8069*) induces convulsion, albeit at a lower frequency than in *acr-2(gf)* mutants. Box-and-whisker plots are shown with the middle bar representing the median. ***P<0.001, One-way ANOVA followed by Bonferroni post-hoc test. N≥13 for each genotype. J. Expression of *acr-2(gf)* in a subset of motor neurons, but not BAG neurons, causes almost complete penetrance of *Pins-29*::*gfp* expression in BAG neurons. To assay *Pins-29*::*gfp* expression, animals were scored for detectable free GFP in cell body and dendrites in 0, 1, or 2 BAG neurons. Animals carrying *Pgcy-33*::*acr-2(gf)*::*gfp* arrays (*juEx8070*, *juEx8071*, arrays also contain *Pins-29*::*gfp* sequence) or *Punc-129*::*acr-2(gf)*::*gfp (juEx8068*, *juEx8069*, arrays also contain *Pins-29*::*gfp* sequence) were scored. N for each genotype is labeled in the bar.

The transcription factor *ets-5* is required for BAG development and function [18]. To determine if *ets-5* is involved in the expression of *ins-29* in *acr-2(gf)*, an *ets-5(0) acr-2(gf)* double mutant strain with *Pins-29*::*gfp* was generated. Penetrance of expression was quantified by scoring for presence of GFP expression in zero, one, or both BAG neurons (Fig 4G). Very few wild-type animals expressed the transgene in both BAG neurons (31%), while most *acr-2(gf)* animals (99%) did. We found a marked decrease in the expression of the *Pins-29*::*gfp* reporter in *ets-5(0) acr-2(gf) mutants*, similar to wild type. Altogether, these data indicate that in *acr-2(gf)* animals, *ins-29* is up-regulated in sensory BAG neurons in an *ets-5*-dependent manner.

### *ins-29* expression in BAG neurons is regulated by systemic *acr-2(gf)* activity

To address whether the up-regulation of *Pins-29*::*gfp* in response to *acr-2(gf)* is dependent on neuronal activity, we next tested if reduction in motor circuit hyperactivity could restore expression of *ins-29* to wild type. The TRPM channel *gtl-2* is expressed in non-neuronal tissues, such as the hypodermis, and regulates motor circuit hyperexcitation via systemic ion homeostasis [36]. Null mutation of *gtl-2* almost completely suppresses *acr-2(gf)* convulsion and locomotion phenotypes. The expression of *Pins-29*::*gfp* was analyzed in both *gtl-2(0)* and *gtl-2(0); acr-2(gf)* backgrounds. Animals were scored for GFP expression in zero, one, or both neurons (Fig 4H). *gtl-2(0)* animals alone resembled wild type. The expression pattern of *Pins-29*::*gfp* in *gtl-2(0); acr-2(gf)* animals also resembled wild type. This result supports the idea that the changes in neuropeptide expression are likely due to systemic motor activity.

In light of the finding that *acr-2* expression was up-regulated in BAG neurons (Fig 3D–3I), we wished to discriminate whether *ins-29* expression was regulated by *acr-2(gf)* activity in BAG neurons or the motor circuit. We expressed *acr-2(gf)* cDNA in a subset of motor neurons or in BAG neurons and assessed *Pins-29*::*gfp* expression. As previously reported, expression of *acr-2(gf*) using the *unc-129* promoter (which drives expression in the ventral cord DA and DB motoneurons) caused animals to display an Unc phenotype as well as convulsions, albeit at a lower frequency than *acr-2(gf)* mutants (Fig 4I) [37]. In contrast, BAG neuron-specific expression of *acr-2(gf)* driven by the *gcy-33* promoter did not cause convulsion. We quantified penetrance of *Pins-29*::*gfp* reporter expression in animals expressing *acr-2(gf)* in cholinergic motoneurons or BAG neurons and found that almost all animals expressing *acr-2(gf)* in this small set of cholinergic motoneurons showed expression of the *Pins-29*::*gfp* reporter in both BAG neurons, similar to *acr-2(gf)* mutant animals (Fig 4J). However, animals with the *Pgcy-33*::*acr-2(gf)* transgenes had much lower penetrance of *Pins-29* reporter expression. Taken together, this data support that increasing motor circuit activity results in a cell non-autonomous effect on *ins-29* expression in BAG neurons.

Neuropeptides are typically secreted from the cell in which they are produced and can act at a distance (endocrine signaling) as well as on post-synaptic or nearby cells (paracrine signaling). We next sought to address whether INS-29 can be secreted, by generating a transgene expressing INS-29::mKate2 fusion protein. Secreted molecules are present in the coelom (or interstitial fluid), which are generally taken up by the coelomocytes. We found mKate2 in the vacuoles of posterior coelomocytes in both wild type and *acr-2(gf)* animals (S1 Fig). This observation shows that INS-29 is secreted and may therefore act on multiple cells and tissues within the animal.

### Insulin-like peptides and *flp-12* coordinately promote motor circuit activity

Next, we addressed whether these neuropeptides expressed from head neurons affect motor circuit function. Genetic null [designated as *(0)*] mutations were used to determine if candidate up-regulated neuropeptides had functional roles in the *acr-2(gf)* motor circuit (Materials and methods, Fig 5A). We focused on the most up-regulated neuropeptide genes of each class. Single loss of function mutations of *ins-25*, *ins-29*, *flp-12*, or *nlp-1* did not significantly affect convulsion rate of *acr-2(gf)* (Fig 5B and 5C). Additionally, a large deletion mutation, *ju1580*, that removed both *ins-29* and *ins-25* did not significantly affect convulsion rate (Fig 5B and 5C, designated as *ins-29(0) ins-25(0)*). However, a slight decrease in convulsion rate was detected in *flp-12(0) acr-2(gf)* animals (Fig 5C). Therefore, several combinations were made between *flp-12(0) acr-2(gf)* animals and null alleles of *ins-29 ins-25* or *flp-24*, the second most up-regulated *flp* gene. Analysis of convulsion rates in these strains showed that deletion of *flp-12* with either *flp-24* or *ins-29 ins-25* resulted in a significant decrease in convulsion rate compared to *acr-2(gf)* alone (Fig 5C). This analysis suggests that these neuropeptides act in a combinatorial manner to promote circuit hyperactivity.

**Fig 5:**
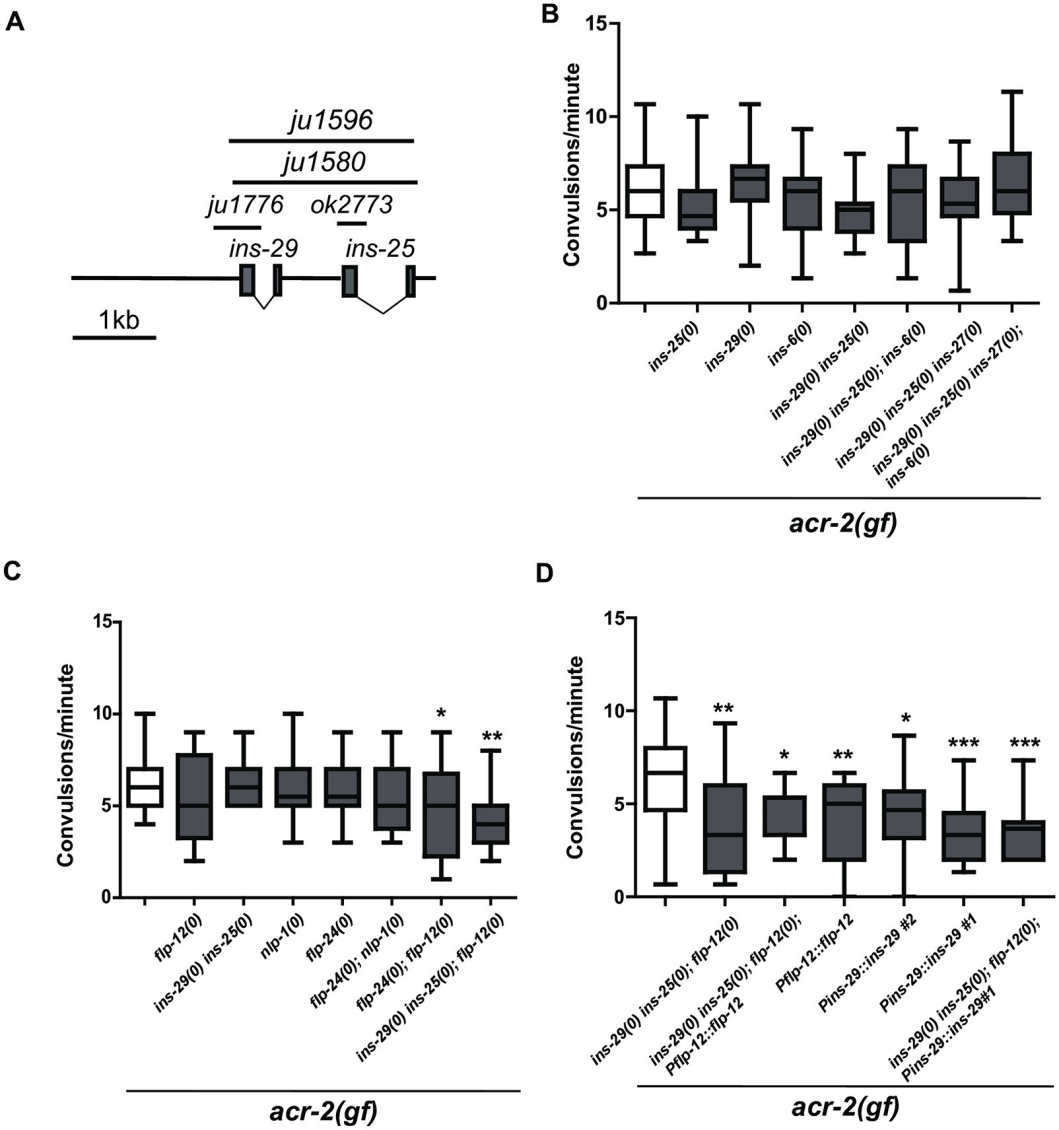
ILPs and *flp-12* coordinately promote motor circuit activity. A. Shown is the *ins-29* and *ins-25* gene structure with illustrations of the deletion mutants used in this study. *ok2773* is a 354bp deletion in *ins-25*. *ju1776* is a 568bp deletion in *ins-29*. *ju1580* is a 2.2kb deletion of both *ins-25* and *ins-29*, and a similar deletion, *ju1596*, is made in *ins-27(ok2474)* genetic background, which is ~6kb 3’ to *ins-25*. B. Convulsion rate of *acr-2(gf)* combined with different combinations of deletions in genes for insulin-like peptides up-regulated in *acr-2(gf)* neurons is shown as convulsions/minute. None of these combinations had a statistically significant effect of convulsion rate. Box-and-whisker plots are shown with the middle bar representing the median (One-way ANOVA followed by Dunnett’s test. N≥18). C. Convulsion rates for indicated genotypes are shown. Deletion of *flp-12* in combination with either *flp-24(0)* or deletion of both *ins-29* and *ins-25* causes a statistically significant reduction in convulsion rate. Box-and-whisker plots are shown with the middle bar representing the median (*P<0.05, **P<0.01. One-way ANOVA followed by Dunnett’s test. N≥19). D. Over-expression of either *flp-12* or *ins-29* suppresses convulsion. Over-expression arrays of *flp-12(juEx7964)* or *ins-29(juEx7966*, *juEx7967)* were crossed into indicated mutant backgrounds and scored for convulsion. Box-and-whisker plots are shown with the middle bar representing the median (*P<0.05, **P<0.01, ***P<0.001. One-way ANOVA followed by Dunnett’s test. N≥19).

We also sought to restore convulsion frequency in *ins-29(0) ins-25(0); flp-12(0) acr-2(gf)* compound mutants by over-expressing wild type *ins-29* or *flp-12* in *ins-29(0) ins-25(0); flp-12(0) acr-2(gf)* mutant animals. Interestingly, over-expression of either *ins-29* or *flp-12* alone in *acr-2(gf)* animals also partially suppressed convulsion frequency to a similar degree as the neuropeptide compound mutant background (Fig 5D). This observation implies that over-expression of either *ins-29* or *flp-12* can act in a dominant and interfering manner to suppress *acr-2(gf)* convulsion.

We further asked whether these neuropeptide genes affected synaptic transmission in the locomotor circuit using pharmacological assays. Aldicarb is an acetylcholinesterase inhibitor which leads to buildup of acetylcholine at the synaptic cleft and eventual paralysis in wild type animals [38]. Mutants that increase or decrease cholinergic activity display increased or decreased sensitivity to aldicarb. *acr-2(gf)* animals are more sensitive to aldicarb, consistent with their hyperactivity as described by previous electrophysiology and pharmacology analysis [10]. *ins-29(0) ins-25(0); flp-12(0) acr-2(gf)* animals were similar to *acr-2(gf)* alone on aldicarb, indicating that overall neurotransmission was not strongly affected by these mutations (Fig 6A, S3 Table). *ins-29(0) ins-25(0); flp-12(0)* mutants were also not significantly different from wild type animals on aldicarb (S4 Table). Levamisole is an agonist for the post-synaptic cholinergic receptors on muscle [39,40]. Resistance or sensitivity to levamisole can represent changes in muscle responsiveness. In these experiments, we found that *ins-29(0) ins-25(0); flp-12(0) acr-2(gf)* animals were less sensitive to levamisole than *acr-2(gf)* alone (Fig 6B, S5 Table). However, *ins-29(0) ins-25(0); flp-12(0)* triple mutants showed similar levamisole sensitivity to wild type (S6 Table). This result suggests that these neuropeptides may function post-synaptically to affect motor circuit function, and their function is only observed in the *acr-2(gf)* background, consistent with these peptides being differentially expressed in response to *acr-2(gf)* hyperactivity.

**Fig 6:**
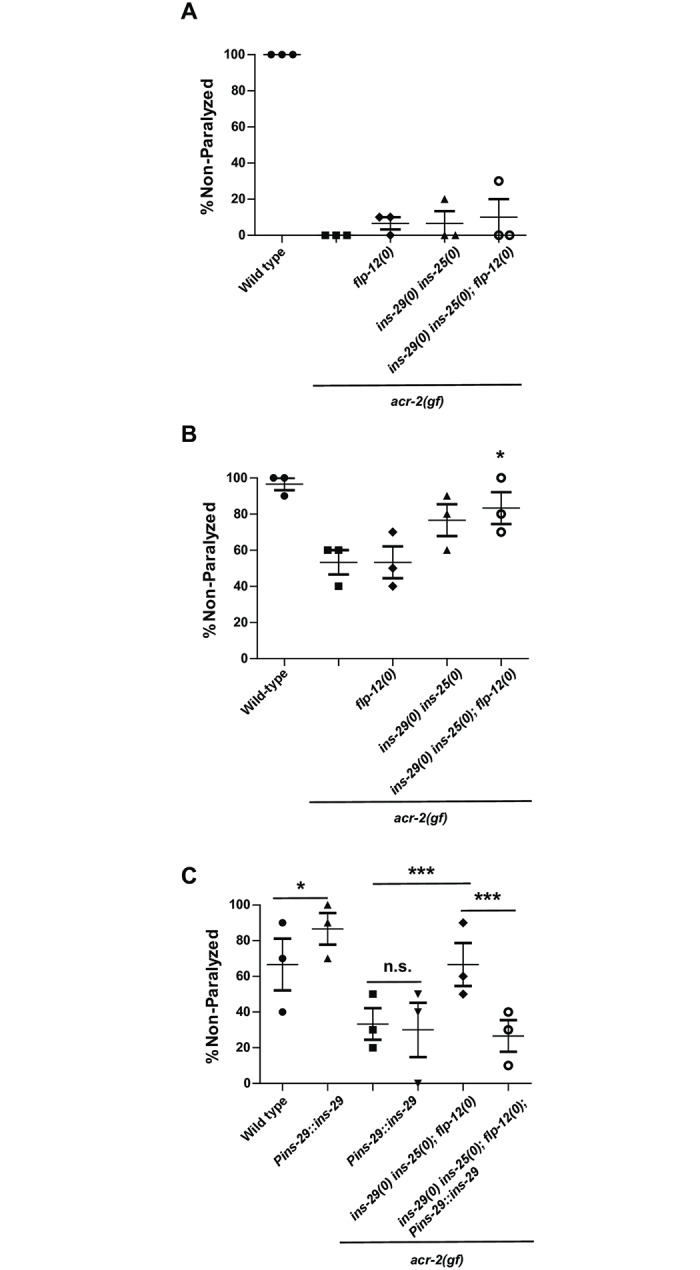
ILPs regulate post-synaptic muscle excitability. A. Aldicarb sensitivity shown as percentage of animals not paralyzed after 1hour on the drug. No significant difference was observed (Two-way ANOVA followed by Dunnett’s test, compared to *acr-2(gf)* alone.). Each data point represents one trial and 10 animals per genotype were scored per trial. Data is also shown in S3 Table. B. Levamisole sensitivity of neuropeptide mutants in the *acr-2(gf)* background at 15min. Deletion of insulin-like peptides with *flp-12(0)* significantly reduces levamisole sensitivity compared to *acr-2(gf)* at this timepoint. Each data point represents one trial and 10 animals per genotype were scored per trial (*P<0.05, Two-way ANOVA followed by Dunnett’s test compared to *acr-2(gf)* single mutant.). Data is also shown in S5 Table. C. Effect of *ins-29* over-expression on levamisole sensitivity. Shown are a subset of mutant strains analyzed in Fig 6B also carrying the *ins-29* over-expression transgene (*juEx7966*). Over-expression of *ins-29* can restore *acr-2(gf)* levels of levamisole sensitivity to that of *ins-29(0) ins-25(0); acr-2(gf)* strains, but also inhibits levamisole sensitivity in wild-type circuits. Each data point represents one trial and 10 animals per genotype were scored per trial (***P<0.001, *P<0.05. Two-way ANOVA followed by Bonferroni test.). Data is also shown in S7 Table.

We also asked if transgenic over-expression of *ins-29* could rescue the levamisole phenotype of *ins-29(0) ins-25(0); flp-12(0) acr-2(gf)* animals. Animals expressing the *Pins-29*::*ins-29*::*SL2*::*mKate2* transgene in wild-type or mutant backgrounds were assessed for levamisole sensitivity. We observed that over-expression of *ins-29* in wild type exhibited a levamisole resistance phenotype, indicating that *ins-29* can inhibit post-synaptic activity in the absence of *acr-2(gf)* when over-expressed (Fig 6C, S7 Table). On the other hand, and in contrast to the convulsion analyses, *ins-29* over-expression did not affect the levamisole hypersensitivity of *acr-2(gf)* animals, and *acr-2(gf)* animals with or without the transgene had similar levamisole sensitivity profiles. *ins-29* over-expression, however, significantly rescued the suppression of *acr-2(gf)* by *ins-29(0) ins-25(0); flp-12(0)* mutations. These results of *ins-29* over-expression indicate that the function of these neuropeptides in motor circuit regulation may be context-dependent, with different activities depending on the genetic background and state of the circuit.

## Discussion

Using neuronal-type specific RNA-seq, we identified over 200 genes whose expression levels are altered in response to hyperactivity in the motor circuit of *C*. *elegans*. Genes encoding neuropeptides were over-represented in this list, and we validated that fluorescent reporters for *ins-29*, *flp-12*, and *nlp-1* were over- and/or ectopically-expressed in *acr-2(gf)* animals compared to wild type. These data support the conclusion that the major transcriptional response to motor circuit hyperactivity in *C*. *elegans* is by altering neuropeptide gene expression. Bioinformatic analyses of upstream sequences did not identify common motifs in the promoter regions of theses neuropeptides, suggesting that multiple transcriptional pathways may be involved in these changes. Indeed, the fluorescent reporters analyzed here showed diverse expression patterns as well as varied changes in expression, from over-expression in the same cells as wild type, to ectopic expression patterns.

ILPs were the most up-regulated genes identified by RNA-seq in *acr-2(gf)*. We have previously shown that loss of function mutations in *unc-31*/CAPS, which is required for the release of the majority of neuropeptides, reduce convulsion rate of *acr-2(gf*) mutants, indicating that the release of unidentified neuropeptides modulates motor circuit hyperactivity [16,17]. Here, we show that loss of the ILP genes *ins-29* and *ins-25*, along with *flp-12*, can reduce convulsion of *acr-2(gf)* animals. This effect is modulatory, as mutation of these neuropeptides partially suppresses, but does not block, convulsion. The effects of these peptides are in contrast to our previous studies on a different neuropeptide *flp*-18, which is also up-regulated in cholinergic motoneurons of *acr-2(gf)* (this study), yet loss of *flp-18* function, together with loss of *flp-1*, increased convulsion of *acr-2(gf)* animals [16]. These data are consistent with many studies showing that neuropeptide modulation involves combinatorial and redundant action of different peptides that can have varied effects on epileptic states [5]. Paradoxically, we further find that overexpression of wild type *ins-29* or *flp-12* in *acr-2(gf)* reduced convulsion. We speculate that the observed effects from overexpressing each peptide reflect promiscuity of receptors for the neuropeptides. Indeed, the variety of effects observed by *ins-29* over-expression would be consistent with it affecting multiple pathways. Future studies will involve defining specific receptors for each peptide to clarify their function.

The expression and function of *ins-29* has not been previously characterized. Examination of *ins-29* transcriptional reporters showed expression in the gas-sensing BAG neurons, with increased intensity and more penetrant expression in both BAG neurons detected in *acr-2(gf)* compared to wild type. Furthermore, co-labeling also showed up-regulation of *acr-2* itself in these neurons. We show that the regulation of *ins-29* expression in BAG neurons is activity-dependent. For example, genetic suppression of *acr-2(gf)* by null mutation of *gtl-2* restored *Pins-29*::*gfp* expression to wild type patterns. BAG neurons are necessary for *C*. *elegans* to respond to changes in environmental CO_2_ [33]. The observation that *ins-29* is expressed in the BAG sensory neurons, rather than motoneurons or pre-motor interneurons, was surprising. For example, whereas *flp-18* is expressed from the cholinergic motoneurons to affect *acr-2(gf)* activity and motor function, *ins-29* expression is increased in sensory neurons in the head and INS-29 is secreted. Together, these results indicate that genes involved in cholinergic neurotransmission including the *acr-2* cholinergic receptor subunit gene, as well as the insulin-like peptide gene *ins-29* are up-regulated in BAG neurons due to motor circuit hyperactivity in the *acr-2(gf)* background. Neuropeptide signaling from BAG has been shown previously to interact with another cholinergic circuit, the egg-laying circuit [41]. *flp-17* and *flp-10* secreted from BAG act in parallel with cholinergic signaling to inhibit egg-laying. It is proposed that signaling from BAG integrates favorable environmental signals with the egg-laying circuit.

The BAG-specific transcription factor *ets-5* also regulates *Pins-29*::*gfp* expression. Analysis of the *ins-29* promoter did not reveal a clear *ets-5* biding site, and it is possible this effect in indirect. *ets-5*-dependent pathways, therefore, are necessary for the increased expression of P*ins-29*::*gfp* in response to *acr-2(gf)*. This result also indicates a function for *ets-5* beyond development and maintenance of BAG neuron identity, but in modifying transcription in the BAG neurons under different physiological conditions in mature animals.

In humans, seizure is a common co-morbidity of diabetes. *In vitro* analysis has also found, for example, that IGF signaling can be neuroprotective in response to injury, but can also promote epileptogenesis [42]. Insulin peptide signaling may also play a role in Alzheimer’s Disease (AD) [6]. Although the role for insulin signaling in the brain is still unclear, levels of insulin and insulin receptors are markedly decreased in the brains of AD patients. Our data show that in *C*. *elegans*, ILP signaling is altered by aberrant cholinergic activity to modulate circuit function.

## Materials & methods

### *C*. *elegans* genetics

*C*. *elegans* strains were maintained at 20–22°C. For RNA-seq experiments, CZ631(*juIs14[Pacr-2*::*gfp*]) and CZ5808 (*juIs14[Pacr-2*::*gfp]; acr-2(n2420gf)*) were used. S1 Table contains a list of all strains. All genetic null alleles are designated by *(0)* in the text.

CRISPR mutagenesis was performed as described previously, via co-CRISPR with *dpy-10* marker [43]. Two sgRNAs were designed to bind outside the *ins-29* and *ins-25* region [*ins-29* TTGGCGCCCAGCGCCGTTGT GGG, *ins-25* CAGATCTTCGATTGGGACGG CGG]. To make the *ins-29(ju1776)* single deletion, the 5’ *ins-29* sgRNA was injected, and CRISPR editing resulted in a 568bp deletion spanning the entire first exon of *ins-29*. Both sgRNAs were injected into wild-type or *ins-27(ok2474)* animals, and a ~2.2kb mutation that deleted both *ins-29* and *ins-25* was obtained, resulting in an *ins-29(0) ins-25(0)* double mutant (*ju1580*) or *ins-29(0) ins-25(0) ins-27(0)* triple mutant (*ju1596 ok2474*), respectively. These compound mutations were outcrossed, and then introduced into *acr-2(gf)*. Most crosses (except those described below) were done using standard methods. See S8 Table for genotyping primers.

Construction of double mutant strains with *flp-12(ok2309)* or *ets-5(tm866)* with *acr-2(gf)* was made using the MT6448 *lon-2(e678) acr-2(gf)* strain. *flp-12* (X:-7.20) and *ets-5* (X:-6.20) are to the left of *acr-2* (X:-2.56) on the X chromosome. We generated heterozygotes of the genotype: *lon-2(e678) acr-2(gf)* X/[*flp-12(ok2309)* or *ets-5(tm866)*] X. Non-long, convulsing progeny were isolated from the next generation and genotyped for the gene of interest.

### Sample preparation for RNA-seq

Samples were prepared for dissociation and FACS essentially as described [19,44]. Animals were synchronized by hypochlorite treatment. Eggs were isolated from wild type N2, CZ631, and CZ5808 gravid adults and allowed to hatch overnight and arrest at the L1-stage. Synchronized L1s were plated onto 15cm NGM plates seeded with OP50 bacteria. Approximately 8–10,000 L1s were plated to 15–20 plates for each strain. As N2 cells are only needed to control for the FACS sort, only 5 plates were prepared. These plates were incubated at 20°C for 72hr to reach adulthood prior to collection.

The entire process of cell preparation and sort was completed in a single day. Animals were washed off plates and spun down and then washed in M9 media to remove bacteria. Typically, pellets for each strain would be ~500μl in volume, and these would be split into two tubes. 750μl of lysis buffer (200μM DTT, 0.25% SDS, 20mM HEPES pH8.0, 3% sucrose) was added to each tube and samples were incubated for approximately 6–7 minutes. Worms were then rapidly washed in M9 five times. Next, 500μl of 20mg/ml freshly made pronase solution was added. Samples were incubated in pronase approximately 20 minutes. Every 2–3 minutes, each sample was disrupted by pipetting with a P200, and samples were monitored for dissociation with a dissection microscope. When large worm chunks were no longer visible under the dissection microscope, the reaction was stopped by adding 250μl ice cold PBS-FBS solution (1X PBS solution with 2% Fetal Bovine Serum). Samples were then centrifuged in the cold at top speed in a microcentrifuge for 10 minutes, and pelleted cells were resuspended in 500μl FBS. Cells were then syringe-filtered (5μm pore). Samples were spun again in the cold and resuspended in ½ the starting volume of FBS. 80,000–100,000 GFP+ cells were collected for each sample at the UCSD Flow Cytometric Core in Moore’s Cancer Center. Cells were sorted directly into Trizol LS and stored at -80°C until preparation. RNA was isolated using Qiagen RNAeasy kit.

### RNA-seq analyses

RNA library preparation and sequencing were performed at the Institute for Genomic Medicine at UCSD. RNA libraries were prepared with Illumina TruSeq kit. Libraries were sequenced on an Illumina HiSeq4000. Data analyses were performed using the Galaxy platform [27]. We obtained 50–70 million single-end reads/sample. Reads for each sample were mapped and aligned using TopHat [45]. Identification of expressed genes in wild type was determined using Cufflinks. “Expressed” genes were selected by filtering for genes with an FPKM >10 in both replicates. This analysis produced 1,812 transcripts (S2 Table). 

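In the wild-type libraries, 6840 gene symbols had an FPKM over 10 in both samples, on 6885 loci of the Cufflinks output. Over 10 FPKM were 7574 loci in sample 1 and 8380 loci in sample 2, each taken alone. Lowering the limit to 1 FPKM moved the count most, to 11116 genes. The highest means were those of *flp-28* at 17440 ± 5951 FPKM, *far-2* at 11433 ± 2655 FPKM and *far-1* at 10924 ± 1788 FPKM (SD, n = 2 for each).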

Using the BioVENN site, our list of “expressed genes” from wild type neurons was compared with those identified as enriched in adult epidermis and muscle and expressed in neurons by RNA-seq, as well as larval A-type motoneurons by microarray [22,23,46]. For differential expression analyses between wild type and *acr-2(gf*) neurons, BAM files were loaded into the HTSEQ program and then analyzed by DESeq2 for differential expression analyses (S2 Table) [26,47]. GO-term enrichment analysis was performed using the GOrilla algorithm for enrichment of Biological Process terms[28]. Data analyses were performed in Microsoft Excel, R, and Graphpad Prism. Sequencing datasets have been deposited in the Gene Expression Omnibus (Accession GSE139212).

### Convulsion and pharmacological analyses

All behavior observations reported here were made on mutations that were outcrossed with N2 for at least 4 times. Convulsions were defined as simultaneous contraction of the body wall muscles producing a rapid, concerted shortening in body length. The convulsion frequency for day-1 adult animals was calculated during a 90-second period of observation. For levamisole sensitivity, ten day-1 adult animals were transferred to fresh plates containing 1 mM levamisole. Animals were scored for paralysis ever 15 minutes for 1 hour. Sensitivity to 500 μM or 1mM aldicarb was assessed by transferring ten day-1 adults to fresh aldicarb plates and by monitoring worms for paralysis every 30 minutes by gently touching the animal with a platinum wire. Drug sensitivity was quantified from at least three independent experiments.

### Imaging and microscopy

Images of fluorescent reporter lines were taken on a Zeiss LSM 700 or 800 confocal microscope. Animals were mounted in thick agarose (10%) and rolled with the ventral side up for consistent imaging. Hyperstacks were processed in ImageJ. (For images in Fig 4, *Pgcy-33*::*gfp* strains, gains were set at 500V for mKate2 and 500V for GFP. For images in Fig 3, of *juIs14* strains, gains were set at 550V for mKate2 and 600V for GFP.). All images are taken using the 63X objective. Scoring of *Pins-29*::*gfp* expression in Fig 4 was performed using a Zeiss Axioplan 2 compound microscope at the 63X objective unless otherwise indicated. A neuron was scored as “expressed” if GFP signal was clearly visible in the cell body and dendrites through the eyepiece (with expression in *acr-2(gf)* as a baseline comparison). Images of INS-29::mKate2 in coelomocytes was were captured using a Zeiss AxioImager compound microscope with the 100X objective.

### Molecular biology and *C*. *elegans* transformation

Transcriptional gfp reporters (pCZ1002, pCZ1003) were made using Gibson assembly into pPD95.75. Vector was cut using restriction enzymes and PCR-amplified promoters were inserted. Approximately 2kb upstream of each neuropeptide gene was used as putative promoter sequence. Primers used for *Pins-29* were (gene-specific sequence in uppercase): Forward 5’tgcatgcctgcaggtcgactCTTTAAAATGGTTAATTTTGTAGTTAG3’/Reverse 5’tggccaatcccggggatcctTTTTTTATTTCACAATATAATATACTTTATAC3’. Primers used for *Pnlp-1* were: Forward 5’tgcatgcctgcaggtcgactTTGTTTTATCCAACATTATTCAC3’/Reverse 5’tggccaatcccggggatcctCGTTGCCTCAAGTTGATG3’. To generate mKate2 reporters for neuropeptide expression constructs (pCZ1004, pCZ1005), GFP sequence in pPD95.75 was replaced with SL2-mKate2 sequence. Genomic sequences for *flp-12* or *ins-29* was then amplified from genomic DNA and inserted into the modified pPD95.75 vector using Gibson Assembly. Primers for *ins-29*: Forward 5’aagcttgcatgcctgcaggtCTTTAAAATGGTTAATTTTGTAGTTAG3’/Reverse 5’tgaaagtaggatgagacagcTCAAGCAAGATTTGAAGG3’. Primers for *flp-12* were: Forward 5’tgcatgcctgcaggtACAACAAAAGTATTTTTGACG3’/ Reverse 5’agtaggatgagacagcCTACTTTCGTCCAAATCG3’. These sequences include the entire coding sequence plus 2kb upstream promoter. To generate the mKate2-tagged *ins-29* construct (pCZ1006), the SL2 sequence was deleted from the *Pins-29*::*ins-29*::*SL2*::*mKate2* construct using the Q5 site-directed mutagenesis kit (New England Biolabs). To generate the *Pgcy-33*::*acr-2(gf)*::*gfp* transgene (pCZ1007), the *unc-129* promoter from pCZGY1262 generated by Qi *et al*. [37] was replaced with the published *gcy-33* promoter [48] by restriction enzyme digest and ligation. *Pgcy-33* was amplified from genomic DNA using mutagenic primers inserting 5’ and 3’ restriction enzyme sites HindIII and Pst1, respectively, and used to replace in the *Punc-129* promoter. A list of plasmids used in this study can be found in S1 Table.

cDNAs were generated using the SuperScript RT kit from Invitrogen. 2μg input RNA (from synchronized young adult *acr-2(gf)* populations) was used for each RT reaction. RNA was extracted and isolated using Trizol reagent and chloroform extraction. 1μl of RT (~100ng) was used in each PCR reaction. Nested reactions were used for amplifying both *ins-29* and *ins-25* cDNAs. For *ins-29*, the first reaction used either SL1 or SL2 forward primer with a gene specific reverse primer: 5’ gcaagatttgaaggacagcac 3’. In the second reaction 2μl of the first PCR was used with Primers: Forward 5’TTCTGTAAATTTGTATTCCTGATC, Reverse 5’ GATTTGAAGGACAGCACAAT 3’. For *ins-25*, the first reaction used either SL1 or SL2 forward primers with a gene specific reverse primer: 5’ caaatttgggcaacacatattc 3’. In the second reaction, 2μl of the first PCR reaction was used with Primers: Forward 5’ ATGTTGTTCAAAATCATCATT 3’, Reverse 5’ GGGCAACACATATTCTTCAG 3’. Product using the SL2 primer was only detected for *ins-25* transcript and verified by Sanger sequencing.

*C*. *elegans* transgenic multi-copy arrays were generated using standard protocols [See S1 Table for list of transgenic strains made in this study] [49]. Reporter DNA was typically injected at 25ng/μl concentration. The *flp-12* over-expression plasmid was injected at 5ng/μl, as injection at 25ng/μl failed to yield transgenics.

## Supporting information

S1 Fig INS-29 is secreted in wild type and *acr-2(gf)* animals. A-F. Shown is expression of directly tagged INS-29 (*Pins-29*::*ins-29*::*mKate2*, *juEx8066*) in a posterior coelomocyte of D1 adults. (A-C) Shown are fluorescent, differential interference contrast (DIC) and overlay, respectively, of a posterior coelomocyte in wild type carrying the *juEx8066* transgene (D-F) Shown are fluorescent, DIC, and overlay images of a posterior coelomocyte in *acr-2(gf)*. Arrows in all images indicate the larger vacuoles in this cell which contain INS-29::mKate2. Scale bar = 10μm.
(PDF) Click here for additional data file.

S1 Table Strains and plasmids used in this study. (DOCX) Click here for additional data file.

S2 Table Transcriptome analyses of wild type and *acr-2(gf)* neurons. (XLSX) Click here for additional data file.

S3 Table Aldicarb timecourse for neuropeptide mutants with *acr-2(gf)*. (DOCX) Click here for additional data file.

S4 Table Aldicarb timecourse for neuropeptide mutants. (DOCX) Click here for additional data file.

S5 Table Levamisole timecourse for neuropeptide mutants with *acr-2(gf)*. (DOCX) Click here for additional data file.

S6 Table Levamisole timecourse for neuropeptide mutants. (DOCX) Click here for additional data file.

S7 Table Levamisole timecourse for *ins-29* over-expression. (DOCX) Click here for additional data file.

S8 Table Genotyping primers. (DOCX) Click here for additional data file.

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S1 Table

Table S1. Strains and plasmids used in this study

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S3 Table

| Time (Minutes) | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Genotype | 0 | 30 | 60^‡^ | 90 | 120 | 150 | 180 | |
| Wild type | 100 ±0^#^ | 100 ±0 | 100 ±0 | 90 ± 0 | 70±5.7 | 53.3±8.8 | 26.7±3.3 | |
| *acr-2(gf)* | 100±0^†^ | 93.3 ±3.3 | 0±0 | 0±0 | 0 ±0 | 0±0 | 0 ±0 | |
| *flp-2(0) acr-2(gf)* | 100±0 | 86.7±3.3 | 6.7±3.3 | 0±0 | 0±0 | 0±0 | 0±0 | |
| *ins-29(0) ins25(0);*  *acr-2(gf)* | 100±0 | 96.7±3.3 | 6.7±6.7 | 0±0 | 0±0 | 0±0 | 0±0 | |
| *ins-29(0) ins-25 (0);*  *flp-12(0) acr-2(gf)* | 100±0 | 90±5.7 | 10±10 | 3.3±3.3 | 0±0 | 0±0 | 0±0 | |

#Shown are mean ±standard error of the percent animals of each strain at each timepoint that respond to touch on 500µM Aldicarb over three trials. N=10 animals each trial.

†Two-way ANOVA followed by Bonferroni’s post-hoc test was used to compare strains. Compound mutant strains were compared to *acr-2(gf)* at the same timepoint. None were significantly different from *acr-2(gf)* alone.

‡Data is also shown in Figure 6A.

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S4 Table

| Time (Minutes) | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Genotype | 0 | 30 | 60 | 90 | 120 | 150 | 180 | |
| Wild type | 100 ±0^#,†^ | 100 ±0 | 100 ±0 | 40± 0 | 20±5.7 | 0±0 | 0±0 | |
| *flp-12(0)* | 100±0 | 100 ±0 | 100±0 | 50±0 | 13.3±8.8 | 0±0 | 0 ±0 | |
| *ins-29(0) ins-25(0)* | 100±0 | 100±0 | 100±0 | 46.7±8.8 | 13.3±6.7 | 0±0 | 0±0 | |
| *ins-29(0) ins-25(0);*  *flp-12(0)* | 100±0 | 100±3.3 | 96.7±3.3 | 50±11.5 | 16±6.6 | 0±0 | 0±0 | |

#Shown are mean ±standard error of the percent animals of each strain at each timepoint that respond to touch on 1mM Aldicarb over three trials. N=10 animals each trial.

†Two-way ANOVA followed by Bonferroni’s post-hoc test was used to compare strains. Mutant strains were compared to wild type at the same timepoint. None were significantly different from wild type.

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S5 Table

| Genotype | 0 | 15^‡^ | 30 | 45 | 60 |
| --- | --- | --- | --- | --- | --- |
| Wild type | 100 ±0^#^ | 96.7 ±3.3 | 76.7 ±3.3 | 33.3 ± 8.8 | 10±0 |
| *acr-2(gf)* | 100±0^†^ | 53.3±6.7 | 16±6.7 | 3.3±3.3 | 0 ±0 |
| *flp-2(0) acr-2(gf)* | 100±0 | 53.3±8.8 | 10±5.7 | 0±0 | 0±0 |
| *ins-29(0) ins-25(0);*  *acr-2(gf)* | 100±0 | 76.7±8.8 | 10±5.7 | 0±0 | 0±0 |
| *ins-29(0) ins-25(0);*  *flp-12(0) acr-2(gf)* | 100±0 | 83.3±8.8* | 10±5.7 | 0±0 | 0±0 |

Time (Minutes)

#Shown are mean ±standard error of the percent animals of each strain at each timepoint that respond to touch on 1 mM Levamisole over three trials. N=10 animals each trial.

†Two-way ANOVA followed by Bonferroni’s post-hoc test was used to compare strains. Compound mutant strains were compared to *acr-2(gf)* at the same timepoint. * p<0.05

‡Data is also shown in Figure 6B.

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S6 Table

| Genotype | 0 | 15 | 30 | 45 | 60 |
| --- | --- | --- | --- | --- | --- |
| Wild type | 100 ±0^#,†^ | 92.5 ±7.5 | 75 ±12.6 | 45± 12.6 | 15±6.5 |
| *flp-12(0)* | 100±0 | 87.5 ±6.3 | 67.5±9.5 | 22.5±8.5 | 7.5±2.5 |
| *ins-29(0) ins-25(0)* | 100±0 | 92.5±7.5 | 67.5±9.3 | 32.5±12.5 | 15±6.5 |
| *ins-29(0) ins-25(0);*  *flp-12(0)* | 100±0 | 85±9.6 | 62.5±17.5 | 37±13.1 | 15±6.5 |

Time (Minutes)

# Shown are mean ±standard error of the percent animals of each strain at each timepoint that respond to touch on 1mM Levamisole over three trials. N=10 animals each trial.

† Two-way ANOVA followed by Bonferroni’s post-hoc test was used to compare strains. Mutant strains were compared to wild type at the same timepoint. None were significantly different from wild type.

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S7 Table

Time (Minutes)

| Genotype | 0 | 15^‡^ | 30 | 45 | 60 |
| --- | --- | --- | --- | --- | --- |
| Wild type | 100 ±0^#^ | 66.7±14.5 *** | 36.7 ±12.0 *** | 0± 0 | 0±0 |
| *juEx7966* | 100±0 | 86.7 ±8.8 *** | 78.7±5.9 *** | 7.0±3.5 | 0±0 |
| *acr-2(gf)* | 100±0^†^ | 33.3±8.2 | 0±0 | 0±0 | 0±0 |
| *acr-2(gf); juEx7966* | 100±0 | 30±15.3 | 6.7±3.3 | 0±13.1 | 0±6.5 |
| *ins-29(0) ins-25(0);*  *flp-12(0) acr-2(gf)* | 100±0 | 66.7±12.0 *** | 0±0 | 0±0 | 0±0 |
| *ins-29(0) ins-25(0); flp-12(0) acr-2(gf);*  *juEx7966* | 100±0 | 26.7±8.8 | 0±0 | 0±0 | 0±0 |

# Shown are mean ±standard error of the percent animals of each strain at each timepoint that respond to touch on 1mM Levamisole over three trials. N=10 animals each trial.

† Two-way ANOVA and Bonferroni multiple comparisons were used to compared strains. Shown are comparisons

to *acr-2(gf)* (***P<0.001).

‡ Data is also shown in Figure 6C

# Supplementary material for: Neuronal transcriptome analyses reveal novel neuropeptide modulators of excitation and inhibition imbalance in C. elegans
**Source:** PLoS One. 2020 Jun 4;15(6):e0233991. doi: 10.1371/journal.pone.0233991
**Supplement:** S8 Table

| GENE | ALLELE | SEQUENCE |
| --- | --- | --- |
| *ins-25* | *ok2773* | Forward 5’cgttgggaaaagtcttgagg3’, Reverse 5’ accaaaacctgaaatggcac3’ |
| *ins-29* | *ju1776* | Forward 5’ cgcccacttttgacctattc 3’, Reverse 5’ gcaagatttgaaggacagcac 3’ |
| *ins-27* | *ok2474* | Forward 5’ggtatctggcaccaggatgag 3’, Internal 5’ tcttccgcttaatcttgctctg 3’, Reverse 5’ ttcagatttgtaggctcacttg 3’ |
| *ins-6* | *tm2416* | Forward 5’ctagcaactccccgtactca3’, Reverse 5’ ggaaagagaacgcactgctc 3’ |
| *nlp-1* | *ok1469* | Forward 5’ gaaacattgtgctccaccct 3’, Reverse 5’ attcagaagcggaaagagca 3’ |
| *flp-24* | *gk3109* | Forward 5’cgatgttccgctctgagcttc3’, Reverse 5’ tggtcacagtgcattgctctc 3’ |
| *flp-12* | *ok2409* | Forward 5’ tgcattttaggaactcgtct 3’, Reverse 5’ tctcgttctcgtttctgatt 3’ |
| *ins-29 ins-25* | *ju1580* | Forward 5’ cgcccacttttgacctattc 3’, Internal 5’ gcaagatttgaaggacagcac 3’, Reverse 5’ ctttgaagttcgcccacagt 3’ |
| *ets-5* | *tm866* | Forward 5’ ggtccatcgctgacctgtat 3’, Internal 5’ taggatgctgccacattgtc 3’, Reverse 5’ aattggttgacccagacgag 3’ |
| *gtl-2* | *n2618* | Forward 5’ gttgttcagattgccaggac 3’, Reverse 5’ acagacaacgagtgaacatc 3’ |

How the deposited data were processed for this re-analysis (not part of the article)

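The data are 2 RNA-seq libraries from wild-type neurons labeled by *Pacr-2*::*gfp* and isolated by FACS. The study has 4 samples, and the 2 *acr-2(gf)* samples were not analysed here, so no comparison of *acr-2(gf)* with wild type was made. The authors prepared the libraries with the Illumina TruSeq kit, sequenced them on a HiSeq4000, mapped the single-end reads with TopHat in Galaxy, and deposited for each library the FPKM of every gene as computed by Cufflinks, with the bounds of its 95% confidence interval. The deposited FPKM values are normalized for transcript length and for the mapped reads of each library, and the paper's text names no scaling between libraries, program version, annotation or genome build. The deposited FPKM and lower bound of each library were used; 2 further columns of values per sample, the upper bounds, were not used. The column names give neither the condition nor a replicate number. The condition was taken from the study's design text, which gives these values as those of the wild-type strain. The libraries are numbered as in S2 Table, whose values they match.

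The 2 outputs were joined on the start sites and the locus of each gene. In the output of sample 1, 11 gene names had turned into spreadsheet dates, and these names were taken from sample 2. Where a symbol had several loci, a locus past the limit was kept, and of several the one with the highest mean. A gene was called expressed where its FPKM was over 10 in both libraries, as in the paper's methods. Means are given with the SD over 2 replicates. The depth on genes is unknown, since counts were not analysed here. The Cufflinks intervals do not follow the number of reads alone. In sample 1, *vit-2* had 835 FPKM with a lower bound of 801, and *vit-5* had 390 FPKM with a lower bound of 387, and in sample 2 *cpr-6* had 171 FPKM with a lower bound of 0. The width of an interval was used only to set the ratio of a gene between the libraries beside the error that Cufflinks gives. The status that Cufflinks gives was not OK at 3 loci in each library.

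Genes were named by a rule fixed in advance. The rule takes the genes named in the paper's Results or Fig 2A, the genes of the marker lists, the 10 genes with the highest mean FPKM, and the 5 expressed genes with the largest ratio between the libraries in each direction. The 11 marker lists hold 109 genes, for pan-neuronal, core cholinergic, ventral cord cholinergic motoneuron, GABAergic, other transmitter, BAG, body-wall muscle, pharyngeal muscle, hypodermis, intestine and germline. How specific each gene is to its cell type or tissue was not tested here. The published profiles that the paper compared with were not used here. Neuropeptide genes are those whose symbol begins with *flp*, *nlp*, *ins*, *pdf* or *ntc*.

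Coordinates, strands, transcript lengths and gene biotypes are from the WBcel235 annotation of Ensembl release 115. Of the 6840 expressed genes, 98.1% had a length in it. The loci of the deposited values are not those of this annotation. Over 38030 genes with the same name, 0.807% had the same start and 0.586% the same end, with a median shift of 32 bp, so no coordinates of the loci are printed beside those of WBcel235, apart from 1 distance between neighbouring genes given below.

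Libraries were compared by the log2 ratio of sample 2 over sample 1, centred on the median of all expressed genes. For a list of genes, the median was placed among 10000 random lists of expressed genes of the same size, matched on mean FPKM in 20 bins, or on transcript length in 10 bins and mean FPKM in 5 bins within each. Trends with length were tested with Spearman's rho across genes and 100000 permutations, and removed with lowess (fraction 0.3). Lists were compared with an exact permutation test, two-sided, and shares with Fisher's exact test, two-sided. With 1 condition, no test between groups was possible. The alternatives tried were other FPKM limits, the mean or the lower bound in place of both values, TPM, upper-quartile scaling, other pseudocounts, another number of bins, the span of the locus in place of transcript length, and each sample left out in turn.

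The lists matched on FPKM and the test of a trend with length were tested on simulated data before they were run on the libraries. Of 100 simulated lists with no added spread, 5 lay past the 95th percentile of their random lists, and of 100 lists with a larger spread, 100 did. A simulated trend with length was found in 100 of 100 simulations, and 7 of 100 simulations with no trend gave a permutation p under 0.05. The simulated ratios were drawn independently for each gene, with the same spread at all levels, so these rates need not hold where genes vary together. Lists matched on length, the removal of the trend and the permutation tests between lists were not simulated. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The copy of S2 Table that was read lists 1812 entries for wild type and 225 of the 234 genes that the paper states as mis-expressed in *acr-2(gf)*; the latter were not used.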

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

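The tests of a higher limit, of the row position, of transcript length and of the transgene were chosen only after the result was seen, as were the value by which the higher limit was judged and the set of neuronal lists in the test of a preference. Before the tests were chosen, listed and unlisted genes had also been compared on FPKM, ratio between the libraries, number of start sites, locus span, chromosome and first letter of the name.

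S2 Table lists 1794 different genes as expressed in wild type, all of them past 10 FPKM in both libraries, but 5046 further genes pass the same limit and are not listed there. They are given here because they lie outside the list of expressed genes that the paper analysed, although the paper discusses some of them for other reasons, such as *flp-18*. The genes with the highest mean FPKM among them are *flp-28* (17440), *far-2* (11433) and *rps-29* (10627). The tables argue against several technical explanations as the whole cause. A higher FPKM limit would leave out the lower genes, but 1802 of the unlisted genes lie above the median of the listed ones, and the lowest values in S2 Table are 10.0 and 10.1 FPKM. If the 2 outputs had been set side by side without joining them, the listed genes would stand on the same row of both, but only 396 of them do. Use of the Cufflinks lower bound would not leave out the 4713 unlisted genes whose lower bound is over 10 in both libraries. Loss of 1 stretch of the output would leave a part of it without listed genes, but the lowest share listed in any 10% of the row order is 22.2%. A restriction to protein-coding genes would not remove the unlisted genes, of which 97.3% of those annotated are protein-coding. The share listed rises with transcript length, from 13.1% of the 10% of genes with the shortest transcripts, but it reaches only 39.8% among the 10% with the longest, so length alone does not account for the list. A preference for genes of neurons remains open as a partial candidate explanation. Of the 40 genes past the limit on the 6 neuronal lists, 28 are listed, and of 35 on the non-neuronal lists 11 are listed (31.4%), an odds ratio of 5.09 (Fisher's exact test, two-sided, p = 0.0012). This rests in part on the germline list. Without it, 10 of 23 non-neuronal genes are listed, an odds ratio of 3.03 (Fisher's exact test, p = 0.061). The neuronal lists also differ among themselves. The pan-neuronal, core cholinergic and ventral cord cholinergic motoneuron lists together have 25 of 32 genes listed, an odds ratio of 7.79 against the non-neuronal lists (Fisher's exact test, p = 0.00019), but only 1 of 4 GABAergic genes, 2 of 3 genes of other transmitters and 0 of 1 BAG gene are listed. Random lists matched on length and FPKM have a median of 37.5% listed for the 40 neuronal genes, which lie above all 10000 of them. Neuropeptide genes are listed for 30 of 77, or 39.0%. In lists matched on FPKM the median is 31.2%, and the neuropeptide genes lie at percentile 89.15 of them, short of the 95th. In lists matched on length and FPKM it is 21.9% (percentile 99.97, over the 73 genes with a length). No biological explanation was tested, since both libraries are of 1 condition.

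F38B6.21, an annotated non-coding RNA gene of 143 bp, had a mean of 9979 ± 334 FPKM (SD, n = 2), a signal at a gene the paper does not discuss. In WBcel235 it lies on chromosome X from 6702397 to 6702539 on the − strand, next to the start of *acr-2* at 6702549 on the + strand. Its mean was 179-fold that of *acr-2* and the highest of 20730 annotated non-coding genes, 1.30-fold that of the next, R106.7, at 7659 FPKM. The median of the 157 non-coding genes with a locus under 300 bp and an FPKM above 0 in both libraries was 52.3 FPKM. A candidate explanation is transcription from the *Pacr-2*::*gfp* transgene, whose promoter is that of *acr-2*. The 179-fold excess does not decide it, because the transgene is in both libraries and its transcripts and those of the chromosomal gene cannot be told apart from FPKM values. The FPKM of a gene this short also depends strongly on the length that Cufflinks assumes. Reads of the opposite strand were not separated here. No biological explanation was tested, since no library without the transgene was analysed here.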

How the results depend on the processing

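The limits and alternatives below were set before the data were examined, except upper-quartile scaling for the number of expressed genes and for the named genes other than *unc-17* and *unc-13*, TPM and leaving out a sample for those named genes, and the restriction of the X chromosome share to protein-coding genes, which were chosen after seeing the data. No paired analysis was possible because only wild-type libraries were analysed and there is no second group to pair them with.

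The number of expressed genes was 6840 and stayed within 1.5 times this number under each alternative except the limit of 1 FPKM, which gave 11116 genes. The limits of 5 and 20 FPKM gave 8513 and 4954 genes, a mean over 10 FPKM gave 8110, the lower bound over 10 gave 6444, TPM over 10 gave 5286 and upper-quartile scaling gave 6881. Across the 2 counts that each left out 1 sample, it ranged from 7522 to 8301 genes. More genes pass with a lower limit or with fewer samples by construction.

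The correlation between the libraries, 0.880 as reported, was 0.816 with a pseudocount of 0.1, 0.926 over expressed genes only and 0.843 as Spearman's rho. The cause was not tested, except that the second leaves out the genes with low values. The mean of *unc-17* moved from 484 FPKM to 280 on the TPM scale, which multiplies every gene of a library by 1 factor, and was 480 after upper-quartile scaling; that of *unc-13* was 53.3 on the TPM scale and 88.8 after upper-quartile scaling, within its SD. With 1 sample left out, *unc-17* ranged from 395 to 573 FPKM and *unc-13* from 49.5 to 132 FPKM. Of the 150 other named genes, 85 moved by more than their SD on the TPM scale and 0 after upper-quartile scaling.

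Of the 109 marker genes, 75 passed the limit, 97 at 1 FPKM and 64 at 20 FPKM, and from 76 to 83 with 1 sample left out. At a limit of 1 FPKM, 5 genes of other transmitters passed in place of 3, 5 pharyngeal muscle genes in place of 1, 8 hypodermal genes in place of 4, and 2 insulin-like peptide genes of Fig 2A in place of 1. At a limit of 20 FPKM, 2 GABAergic genes passed in place of 4, 2 hypodermal genes in place of 4, and 0 pharyngeal muscle genes. These follow from the limits by construction. With 1 sample left out, from 4 to 7 hypodermal genes and from 1 to 2 pharyngeal muscle genes passed. The other lists stayed within 1.5 times their count under each of these alternatives. Of the 21 genes of Fig 2A, 17 passed under each alternative that left out a sample, took the mean or used 20 FPKM, and 18 passed at 1 FPKM.

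The difference between the libraries in neuropeptide genes stayed past the 95th percentile of random lists under each of its 4 alternatives. The trend of the log2 ratio with transcript length kept its direction, with rho 0.25 as reported, 0.25 at a limit of 1 FPKM and 0.20 with the span of the locus. Both compare the 2 libraries, so neither can be computed with a sample left out. The odds ratio for genes on the X chromosome was 1.05 (Fisher's exact test, p = 0.18). By the same exact test it was 1.07 at 20 FPKM (p = 0.13), and it passed the 0.05 threshold at a limit of 1 FPKM, where it was 1.25 (exact p = 1.9e-12). With 1 sample left out it ranged from 1.10 to 1.13. Among protein-coding genes only, it reversed to 0.962 (Fisher's exact test, p = 0.39). The cause was not tested. With marker genes chosen by a mean over 1 FPKM, an alternative chosen after seeing the data, the difference in log2 ratio between intestinal and body-wall muscle genes was −0.52 and no longer past the threshold, and the differences from hypodermal and germline genes stayed past it.

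The 2 libraries limit what a difference between them can show, since each SD rests on 2 values. What the depth limits at single genes was not computed, since counts were not analysed here.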

Differences from the paper's values

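The paper states that the limit of 10 FPKM in both replicates gave 1812 transcripts, and the same limit gave 6840 genes here, on 6885 loci. The numbers of entries in the paper's S2 Table and in its text are the same. None of the alternatives set before the data were examined closed the gap. Limits of 1, 5 and 20 FPKM gave 11116, 8513 and 4954 genes, a mean over 10 FPKM gave 8110, a lower bound over 10 gave 6444 and TPM over 10 gave 5286. Leaving out sample 1 gave 8301 genes and leaving out sample 2 gave 7522.

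The means of *unc-17* and *unc-13* that the paper states, 484.1 and 90.9 FPKM, are those computed here.

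The paper states that several insulin-like peptide genes were the most up-regulated in Fig 2A. It adds that none of these was detected as expressed in wild type, without naming them there. S2 Table does not list *ins-27*, which had 60.1 FPKM in sample 1 and 21.6 FPKM in sample 2 and so passed the paper's limit. It also passed with a limit of 20 FPKM. The paper describes the wild-type sample as relatively free of GABAergic transcripts, and proposes that it was relatively free of contamination from non-neuronal tissue. Here, 4 of 6 genes of the GABAergic list passed the limit, with *unc-25* at 381 FPKM, and 35 of 56 marker genes of non-neuronal tissues passed it. The paper drew on its own list of expressed genes, which is shorter. S2 Table lists 1 of these 4 GABAergic genes, and not *unc-25*. Of the 35 genes of non-neuronal tissues, it lists 11. The marker lists are not the published profiles the paper compared with. The paper gives 697 bp between *ins-29* and *ins-25*, which is the distance between their loci in the deposited values. The gene ends annotated in WBcel235 are 601 bp apart. This leaves out the 3′ untranslated region of *ins-29* (93 bp) and the 5′ untranslated region of *ins-25* (3 bp). With both included, the distance in WBcel235 is also 697 bp.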

Other observations

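The tests of RNA from other cells and of the share of non-neuronal RNA, the lists matched on FPKM × length by which fragments and sampling noise were judged, and the choice of marker genes by their mean were chosen only after the result was seen, as were the values by which RNA from other cells and the effect of length on the intestinal genes were judged. Ratios between the libraries are sample 2 over sample 1, relative to the median of all expressed genes, which was shifted by 0.12 on the log2 scale.

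Marker genes of non-neuronal tissues passed 10 FPKM in wild type for 35 of 56 genes. RNA from other cells in the sorted samples is a candidate explanation. It needs abundant genes of these tissues to be present, but not whole lists, since the less abundant genes of a tissue could lie below the limit. The medians of 4 of the 5 lists lie above the 4.36 FPKM of all protein-coding genes, with 199 FPKM for intestine. Abundant genes include *col-19* (2433), *pat-10* (3825), *mtl-2* (1386) and *asp-1* (1233). Only the germline list passed whole, at 12 of 12 genes. The others passed for 10 of 14 body-wall muscle, 8 of 13 intestinal, 4 of 12 hypodermal and 1 of 5 pharyngeal muscle genes. The intestinal gene *ges-1* had a mean of 1.16 FPKM and the body-wall muscle gene *unc-22* had 2.02 FPKM. Lists that passed only in part do not decide the question, as the level of each gene in its own tissue was not measured here. How many of these marker genes the labeled neurons also express was not measured here, and so expression in these neurons stays open. The lists share no gene with each other. No biological explanation was tested, as both libraries are wild type.

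The marker lists moved differently between the 2 libraries. With genes past 10 FPKM in both libraries, the median log2 ratio was −1.08 for the 8 intestinal genes (percentile 0.06 of random lists), −0.32 for body-wall muscle (percentile 24.6), 0.06 for germline (percentile 64.8) and 0.58 for hypodermis (percentile 94.2). Relative to the median of all expressed genes, 0 of 8 intestinal and 0 of 10 body-wall muscle genes were higher in sample 2. Without this centring, the body-wall muscle genes *pat-10*, *dim-1* and *unc-27* had a higher FPKM in sample 2. Their values in samples 1 and 2 were 3693 and 3957 FPKM, 188 and 195 FPKM, and 705 and 711 FPKM. It was 0.36 for pan-neuronal genes (percentile 99.94), 0.46 for ventral cord cholinergic motoneuron genes (percentile 98.9), 0.18 for core cholinergic genes (percentile 84.2), 0.97 for GABAergic genes (percentile 99.4) and 0.14 for other transmitters (percentile 62.7). A limit in both libraries leaves out genes that are low in 1 of them, such as *elt-7*, which rose from 4.11 to 13.2 FPKM. With genes above 0 in both libraries and a mean over 1 FPKM, relative to the median of these genes (shifted by 0.17 on the log2 scale), 11 of 13 intestinal genes were lower in sample 2, with a median of −0.93. All 10 hypodermal genes were higher, with a median of 1.11. The medians were 0.02 for germline, −0.19 for body-wall muscle, −0.85 for pharyngeal muscle and −0.65 for other transmitters, which changed direction. A larger share of non-neuronal RNA in 1 library, with the same mix of tissues in both, would move the non-neuronal tissues alike. Against it as the whole cause, the mean ratio of the intestinal genes chosen by their mean differed from that of the hypodermal genes by −2.35 on the log2 scale (permutation test, two-sided, p = 0.00046, adjusted p = 0.0014 over 3 tests). It differed from that of the germline genes by −0.74 (permutation test, p = 0.029, adjusted p = 0.044), and not past the threshold from that of body-wall muscle, at −0.52 (permutation test, p = 0.095, adjusted p = 0.095). With the limit of 10 FPKM in both libraries, these differences were −1.64, −1.23 and −0.79 (exact permutation test, p = 0.004, 1.6e-05 and 0.00014, adjusted p = 0.004, 4.8e-05 and 0.00021). Gene length does not account for the intestinal genes, whose median of −0.93 lay at percentile 0.11 of lists matched on length and FPKM. Changes in the RNA of single tissues stay open, and so does a biological difference between the 2 preparations, which was not tested. Genes are not independent replicates, so these tests describe the 2 libraries.

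Neuropeptide genes, defined here by their symbol alone, differed more between the libraries than other genes of the same level. The median absolute log2 ratio of the 77 past the limit was 0.75, against 0.39 in random lists matched on FPKM, above all 10000 of them. Relative to the median of all expressed genes, the median log2 ratio was −0.61 and 57 of the 77 were higher in sample 1. Of these, *nlp-15*, *nlp-9*, *flp-13*, *nlp-5*, *flp-25*, *flp-6* and *nlp-20* had a higher FPKM in sample 2 without this centring. For example, *nlp-20* had 882 FPKM in sample 1 and 954 FPKM in sample 2. The log2 ratio rose with transcript length across 6707 expressed genes (Spearman's rho 0.25, permutation p = 1e-05, the smallest that 100000 permutations can give). After a lowess trend on length was removed, the median absolute ratio was 0.57, against 0.35 in random lists (percentile 99.99, 73 genes), so this trend is not the whole cause. The number of fragments on a gene follows its FPKM × length. Lists matched on this product had a median of 0.39 and a highest value of 0.64, against 0.69 for the 73 neuropeptide genes with a length, so neither a low number of fragments nor the sampling noise that comes with it, which the matched lists share, is the whole cause. Against the error that Cufflinks gives, 66 of the 77 genes lie beyond it, but so do 82.4% of all expressed genes with bounds, so this does not set the neuropeptide genes apart. A biological difference between the 2 preparations was not tested, nor was it tested whether the RNA of these genes came from neurons or from other cells. The gene with the largest excess in sample 1 that the paper names was *flp-1*, with 229 FPKM in sample 1 and 10.5 FPKM in sample 2, a 21.9-fold difference.

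Of the expressed genes on nuclear chromosomes, 927 of 6836 (13.6%) lie on the X chromosome, against 13.1% of all genes with a value there.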
